# Comparing dormancy in two distantly related tunicates reveals morphological, molecular, and ecological convergences and repeated co-option

**DOI:** 10.1038/s41598-022-16656-8

**Published:** 2022-07-23

**Authors:** Laurel S. Hiebert, Marta Scelzo, Alexandre Alié, Anthony W. De Tomaso, Federico D. Brown, Stefano Tiozzo

**Keywords:** Morphogenesis, Stem cells, Regeneration, Totipotent stem cells, Developmental biology, Zoology, Ecology, Evolutionary ecology, Invasive species, Evolution, Evolutionary developmental biology

## Abstract

Many asexually-propagating marine invertebrates can survive extreme environmental conditions by developing dormant structures, i.e., morphologically simplified bodies that retain the capacity to completely regenerate a functional adult when conditions return to normal. Here, we examine the environmental, morphological, and molecular characteristics of dormancy in two distantly related clonal tunicate species: *Polyandrocarpa zorritensis* and *Clavelina lepadiformis*. In both species, we report that the dormant structures are able to withstand harsher temperature and salinity conditions compared to the adults. The dormant structures are the dominant forms these species employ to survive adverse conditions when the zooids themselves cannot survive. While previous work shows *C. lepadiformis* dormant stage is present in winters in the Atlantic Ocean and summers in the Mediterranean, this study is the first to show a year-round presence of *P. zorritensis* dormant forms in NW Italy, even in the late winter when all zooids have disappeared. By finely controlling the entry and exit of dormancy in laboratory-reared individuals, we were able to select and characterize the morphology of dormant structures associated with their transcriptome dynamics. In both species, we identified putative stem and nutritive cells in structures that resemble the earliest stages of asexual propagation. By characterizing gene expression during dormancy and regeneration into the adult body plan (i.e., germination), we observed that genes which control dormancy and environmental sensing in other metazoans, notably HIF-α and insulin signaling genes, are also expressed in tunicate dormancy. Germination-related genes in these two species, such as the retinoic acid pathway, are also found in other unrelated clonal tunicates during asexual development. These results are suggestive of repeated co-option of conserved eco-physiological and regeneration programs for the origin of novel dormancy-germination processes across distantly related animal taxa.

## Introduction

To survive unfavorable environmental conditions, many animal species have evolved a remarkable strategy that allows them to reduce their metabolic rate and enter into a resting state; a process called dormancy^1–3^. Molecular and physiological mechanisms underlying dormancy across a variety of contexts in metazoans point to the existence of recurring processes^4–9^. For instance, the initial phases of dormancy involve the arrest of any ongoing development or cell proliferation and the onset of hypometabolism^10^. Stress response gene expression increases, enhancing stress tolerance and stabilizing cellular components. Metabolism shifts from carbohydrate to lipid combustion, and anabolism (such as DNA replication, transcription and translation) is radically attenuated^9,11^. During the maintenance phase of dormancy molecular chaperones, antioxidants, proteins responsible for DNA and chromatin stabilization or repair are produced, conferring environmental stress resistance^9,11^.

Among invertebrates, dormancy is found in 67 classes from 29 free-living phyla, and, depending on the species, can occur at different phases of their life cycle^2^. Many of the species that utilize dormancy are also clonal, meaning they grow via repeated rounds of asexual reproduction during which entire bodies are regenerated. In these clonal species, the dormant form has a morphologically simpler body plan that can survive in conditions that the feeding adults cannot. The dormant structures in clonal species include: podocysts in scyphozoan cnidarians^12^, statoblasts in freshwater bryozoans^13^, hibernaculae in kamptozoans^14,15^, gemmules in sponges^1^, and “survival buds”, “resting buds”, or “winter buds” (among other names) in tunicates^16,17^.

In species that couple dormancy with asexual propagation, the dormant structures themselves are generally morphologically simple, but contain progenitor and nutrient storage cells that can initiate and support germination. For example, bryozoan statoblasts can survive desiccation, freezing, or even pass through the digestive tracts of aquatic vertebrates unharmed^3,18^. The statoblast consists of a germinal mass inside two sclerotized valves containing an outer layer of epithelial cells and an inner mass of yolk^19^. During germination, the epithelial cells undergo a thickening followed by invagination, and subsequent development follows that of typical bryozoan budding^20^. In some Demospongiae species, gemmules develop inside the sponge tissues. They are made up of a collagenous coat with siliceous spicules. Inside the coat are a few thousand pluripotent cells, each packed with nutrients in the form of yolk inclusions. During germination, cells inside migrate out of the coat, proliferate and differentiate to become juvenile sponges^21^. Only when the sponge dies do the gemmules have the capacity to germinate^21^. However, gemmules can remain dormant under certain low temperatures when separated from the rest of the sponge^21^. The stimulus responsible for germination appears to differ greatly across clonal dormancy-capable species, but typically germination occurs after separation from the adult under the proper environmental conditions.

To better understand the chain of events that span from the environmental triggering signals to the morphological and molecular changes that occur during the entrance and exit of a dormant state, we focused on the chordate subphylum Tunicata. In tunicates, dormancy has been reported exclusively in clonal species, i.e., species that undergo asexual reproduction by different types of budding^22^ (Fig. 1). In clonal tunicates, budding is driven either by circulatory stem cells and/or by the ability of some epithelia to transdifferentiate^23–28^. While the mechanisms underlying budding differ across species and often involve non-homologous tissues and cells^22,23^, their development generally converges at an early double-layered vesicle stage, reminiscent of a blastula, that eventually forms into a new feeding zooid^22,29^. In the colonial species for which a dormant stage has been documented, dormancy occurs by arresting the budding process^16,17,30–32^. While dormancy in some clonal tunicates is a mechanism of survival during adverse conditions (often called “hibernation” in harsh winters or “aestivation” in hot summers in other species), a period of zooid regression or loss of feeding is also proposed to have a role in rejuvenation^33^.

**Figure 1:**
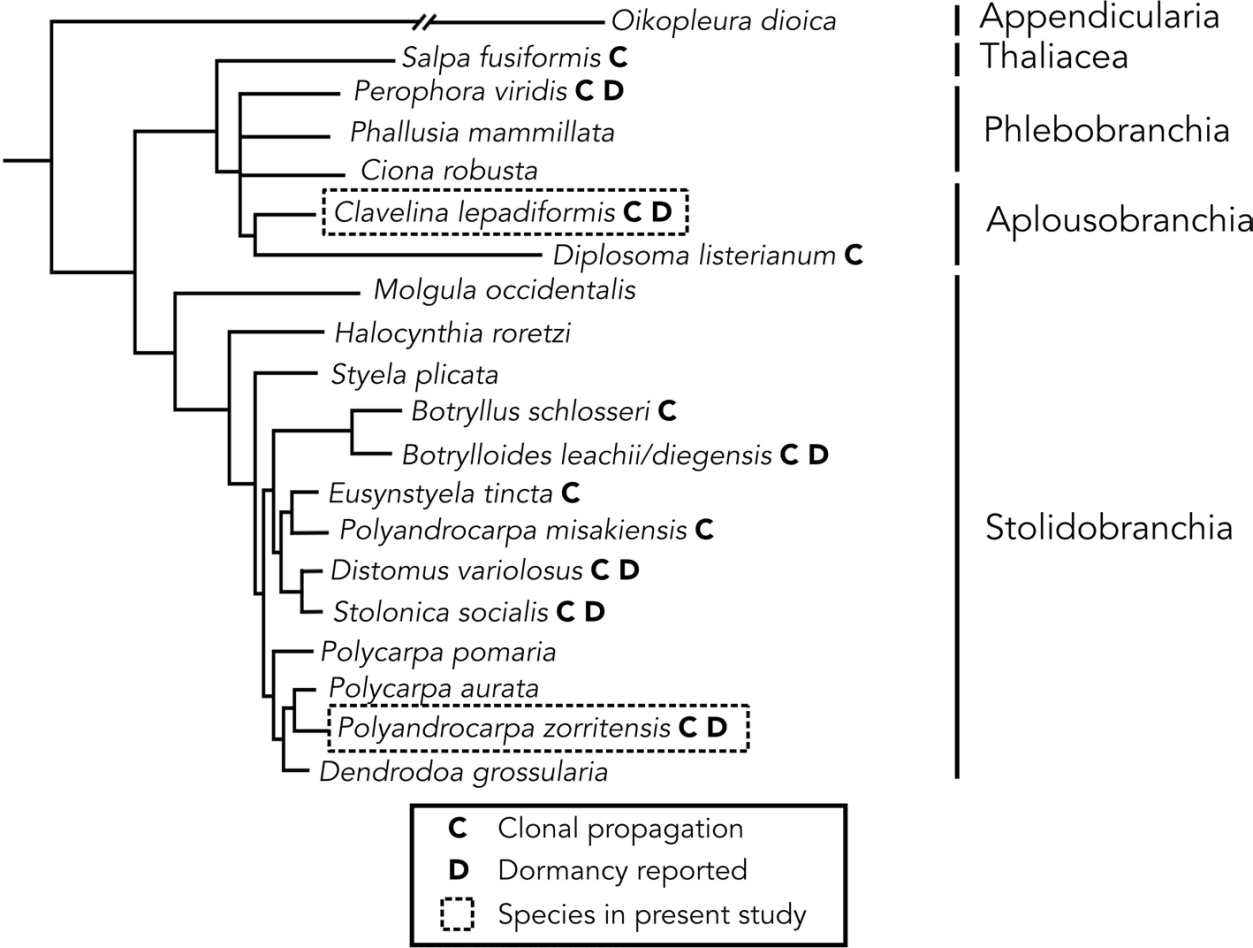
Consensus phylogeny of selected tunicate species indicating correlation between asexual cloning and dormancy. Orders are shown on the right. Species with clonal propagation are shown with “C” next to name. Species with capacity for dormancy are shown with a “D” next to name. The species in this study are boxed in a dashed line. Branch lengths and relationships are approximated from Alié et al.^82^ (for Stolidobranchia), Delsuc et al.^34^ (for Appendicularia, Thaliacea, Aplousobranchia, and Phlebobranchia except for *Perophora*), Tsagkogeorga et al. (2009) (for position of *Perophora*).

In this study we chose two relatively distant species belonging to two tunicate orders: *Polyandrocarpa zorritensis* (Stolidobranchia) and *Clavelina lepadiformis* (Aplousobranchia) (Fig. 1^34^). We described behavior in laboratory conditions and analyzed their entrance and exit from the state of dormancy via anatomical and molecular characterizations. Dormant structures have been previously reported in the Atlantic and Mediterranean in *C. lepadiformis*^32,35–37^. In this study we document for the first-time seasonal variations of a *P. zorritensis* population in a temperate latitude and report the resistance of the dormant forms to variation in temperature and salinity in both species. We characterize and compare the morphological cellular structure and the transcriptomic profiles of dormant forms between these two species, and in order to better understand the molecular mechanisms involved in entry, maintenance, and release of dormancy, we present here the first results of a differential gene expression analysis of a number of stages of the life cycle of both species. Gene expression changes during dormancy in tunicates have not been previously studied.

## Results

### Life cycles of *Polyandrocarpa zorritensis* and *Clavelina lepadiformis*

During *P. zorritensis* and *C. lepadiformis* asexual life-cycles (Figs. 2, 3, 4), epidermal projections of the zooids, called stolons, begin to ramify forming structures called “budding nests” (as in *P. zorritensis,* Fig. 3^38^) or to lobulated structures called “budding chambers” (as in *C. lepadiformis,* Fig. 4^35,39^), here for simplicity both referred as “pre-buds.” Pre-buds can either give rise directly to buds and eventually develop into adult zooids in both species, or they can turn into dormant structures, i.e. orange spherical forms known as “spherules” in *P. zorritensis* (Figs. 2A, 3^38^) or white opaque dilations known as “winter buds” in *C. lepadiformis* (Figs. 2B, 4^35^).

**Figure 2:**
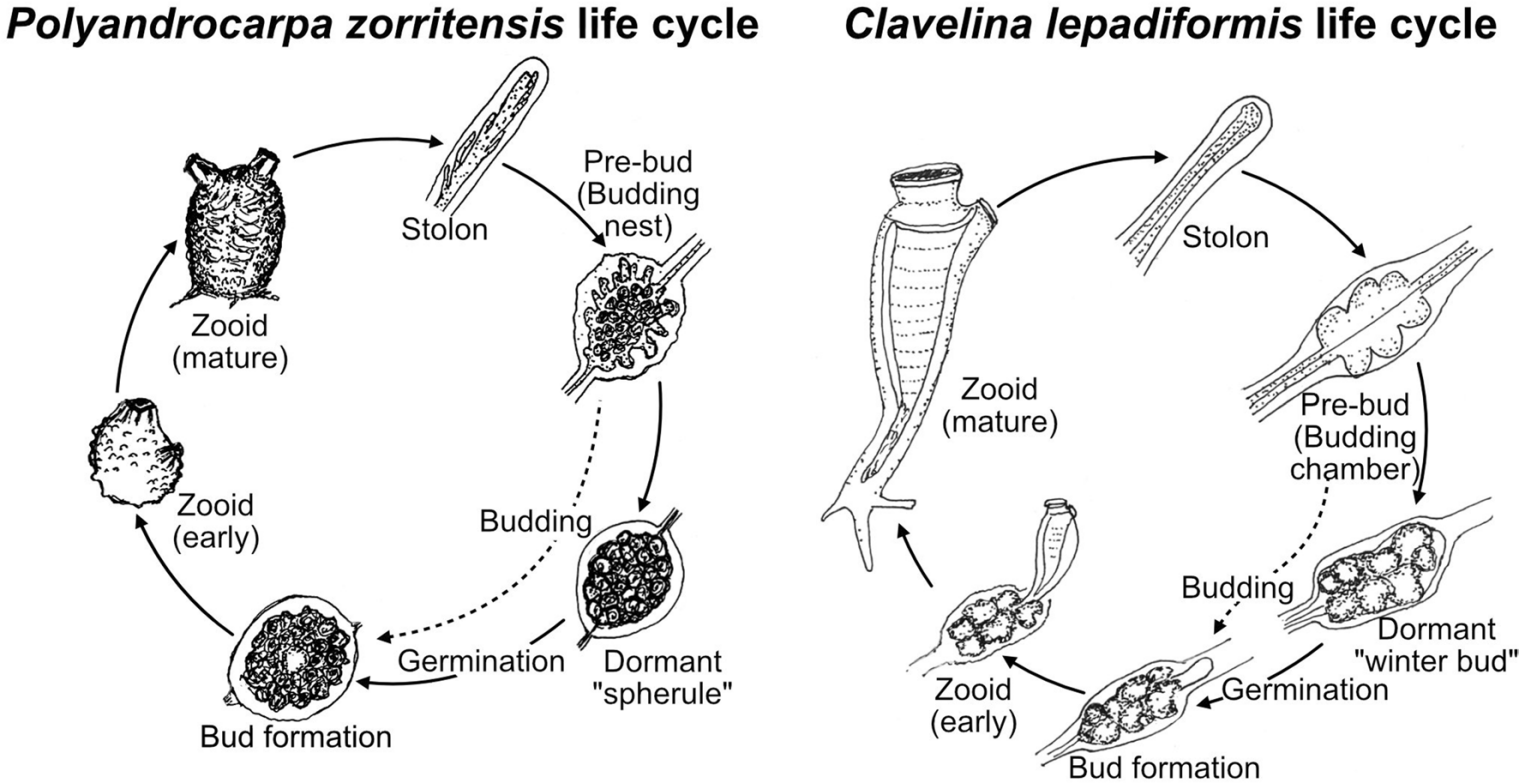
Asexual life cycles of *Polyandrocarpa zorritensis* and *Clavelina lepadiformis.* At the base of mature zooids of both *P. zorritensis* and *C. lepadiformis*, extensions of the blood vessels encased in tunic, called stolons, protrude along the substrate. Along the stolons, ramifications of the internal blood vessels develop that we call “pre-buds” here (and are also known as “budding nests” in *P. zorritensis* and “budding chambers” in *C. lepadiformis*). The pre-buds swell and the surrounding tunic thickens to form structures called “spherules” for *P. zorritensis* or may accumulate opaque mass inside the vessel to become what has been called “winter buds” in *C. lepadiformis*. These dormant forms go on to germinate into a new zooid, but they have the capacity to withstand harsh conditions before germinating. Note that the pre-bud can also initiate the budding process without passing through a dormant state, as indicated by the dotted line in each life cycle.

**Figure 3:**
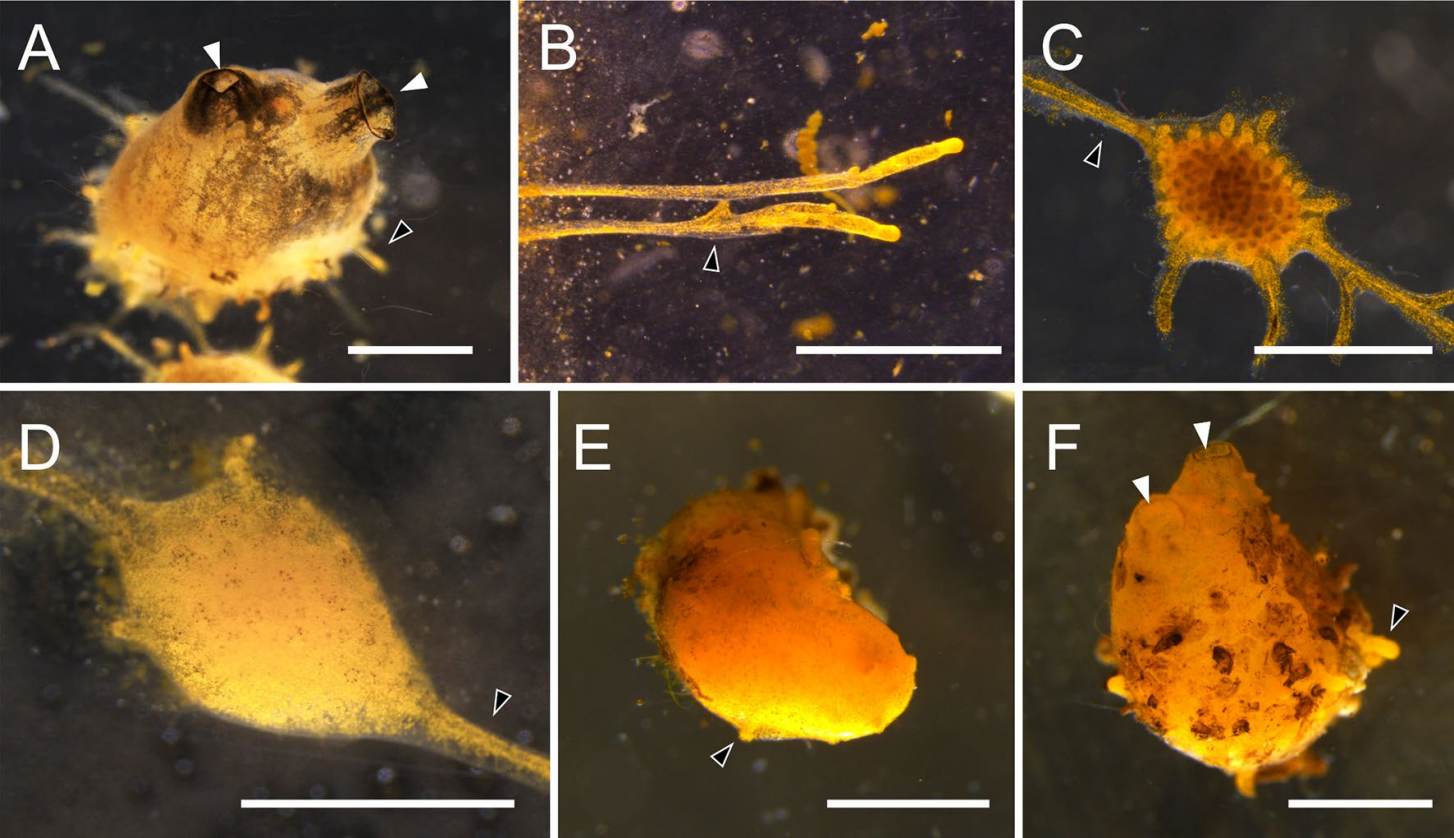
Photomicrographs of *Polyandrocarpa zorritensis* asexual stages*.* (**A**) Zooid. Siphons (white arrowheads) open for feeding. Stolons (black arrowhead marks one as an example) help attach the zooid to the substrate, and have begun to grow laterally. (**B**) Stolons attached firmly on a glass slide. Lower stolon starting to ramify (black arrowhead) where new pre-bud will likely develop. (**C**) Pre-bud still attached to “parental” zooid by stolon (black arrowhead), thus no bud tissues have begun to develop. Ramifications of vasculature seen within the structure through the tunic. (**D**) Early spherule, as indicated by thickened tunic, which obscures the vascular ramifications inside. This spherule remains attached to the zooid by the stolon, and thus budding has not yet initiated. (**E**) Detached spherule undergoes germination, as stolonal outgrowths form (black arrowhead). (**F**) Young zooid that arose from a hatched spherule. Siphons are open (white arrowheads), suggesting that filter feeding has been initiated. Stolon (black arrowhead) begins to grow outward. Scale bars are all 1 mm.

**Figure 4:**
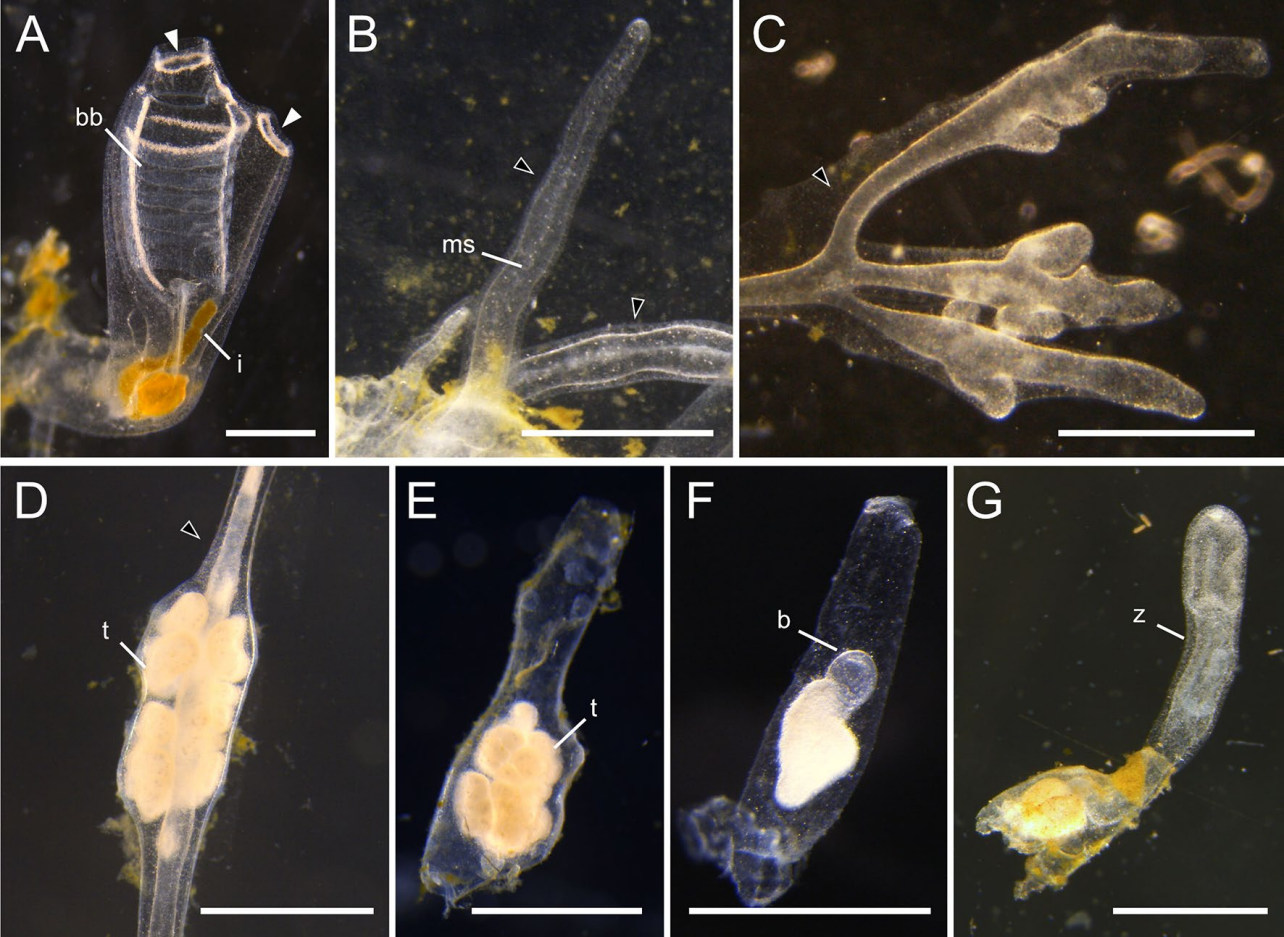
Photomicrographs of *Clavelina lepadiformis* asexual stages*.* (**A**) View of a feeding zooid with siphons (white arrowheads), branchial basket (“bb”), and intestine (“i”). (**B**) Stolons (marked with black arrowheads) protruding from zooid allow for attachment to substrate and for production of pre-buds. Mesenchymal septum (“ms”) indicated within stolon. (**C**) Stolons (marked with black arrowheads) undergo branching morphogenesis near the tips and begin to form the pre-buds (also called budding chambers in this species). (**D**) Early winter bud in a stolon still attached to the zooid. It has accumulated mass of trophocytes (“t”) inside as indicated by opaque white material. Stolon marked with white arrowhead. (**E**) Detached winter bud with a large mass of trophocytes (“t”). (**F**) Winter bud undergoing early steps of germination. The germinating bud (b) seen as a small transparent bump above the trophocyte mass. (**G**) Late germination stage showing young zooid (“z”) that arose from winter bud. Siphons are not yet visible. Remnants of winter bud remain and continue to supply nutrition to zooid until it begins to feed on its own or until it runs out of the supplied nutritive material. Scale bars are all 1 mm.

### *P. zorritensis* spherule and zooid turnover conforms with seasonal changes

To evaluate the presence of dormant versus actively growing stages in their natural habitat, a population of *P. zorritensis* located in La Spezia (Italy) was monitored over 2 years (from August 2017 to May 2019) with two to three observations per season (Fig. 5). In summer, fall, and winter the colonies formed dense clusters of zooids, and dormant spherules were connected to the colony by stolons on the bottom sides of these clusters (Fig. 5B). During two springs (March 2018 and May 2019) no zooids were observed and the colony consisted solely of isolated spherules (as in Figs. 3E, 5C), attached to the boat mooring lines, and covered by epibionts. Spherules collected over the year (2018–2019) showed differences in average diameter (Fig. 5E). The average spherule size was significantly larger during fall than in winter, and significantly larger in fall than spring (RM-ANOVA, *p* < 0.03; Fig. 5E).

**Figure 5:**
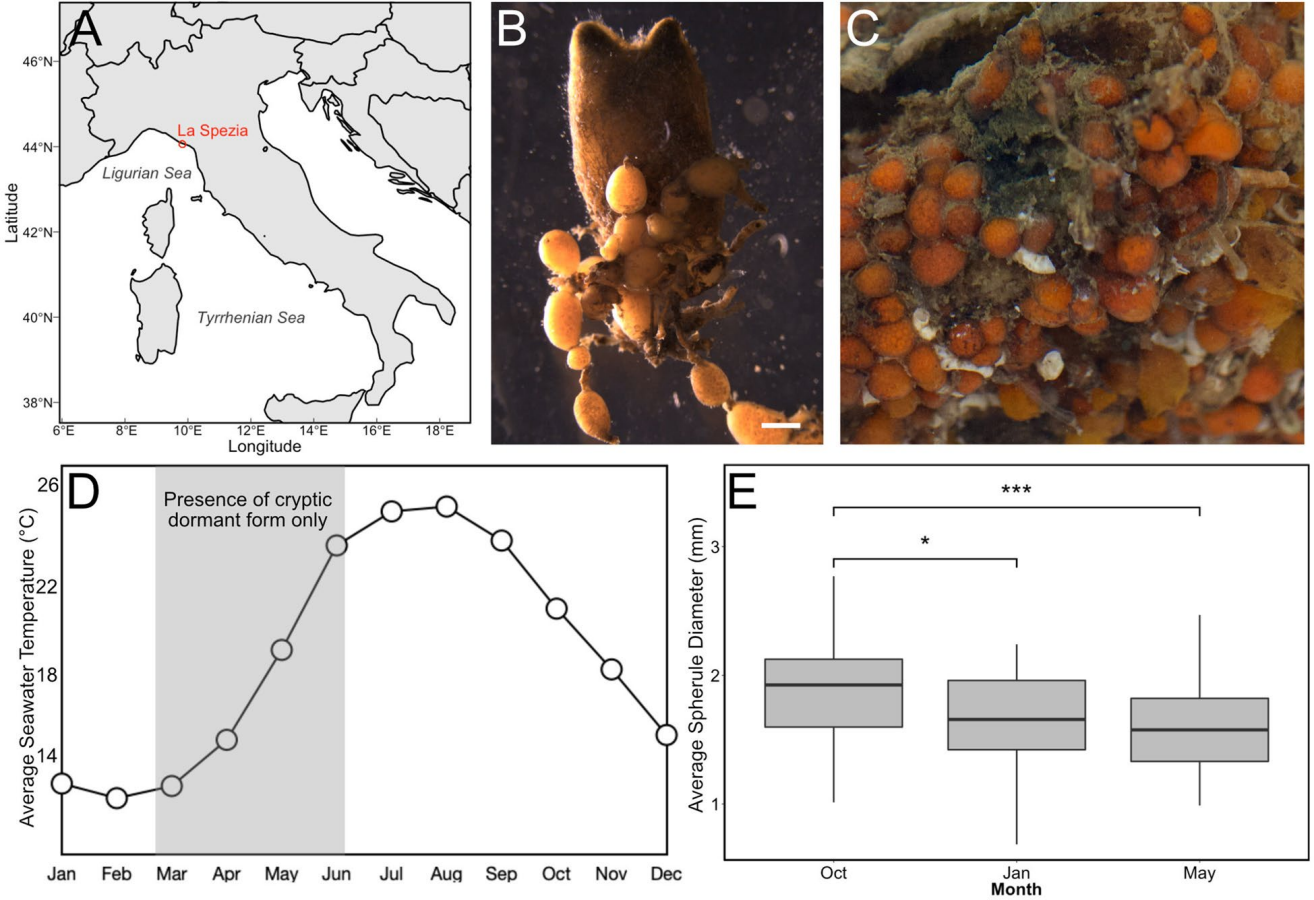
Field colony dynamics of *Polyandrocarpa zorritensis* in La Spezia, Italy. (**A**) Map shows collecting location in La Spezia in the NW of Italy. (**B**) Zooid collected from the harbor of La Spezia, with spherules attached along stolonal projections. Scale bar is 2 mm. (**C**) Close-up of dormant spherules. (**D**) Average surface seawater temperature in La Spezia (NOAA Sea Surface Temperature satellite data from AVHRR Pathfinder SST). Shaded area indicates the period that animals exist in the cryptic dormant form. The rest of the year, both zooids and spherules are found on the ropes in the harbor. (**E**) Graph showing the change in average spherule size (n = 45) over the year, with the largest spherules found in October, and the smallest spherules in May.

Combining our observations with the monthly temperature ranges of seawater in La Spezia from NOAA Sea Surface Temperature satellite data (AVHRR Pathfinder SST^40^) the largest spherules were obtained in the fall and early winter before the zooidal degeneration event that occurred at the end of the winter (Fig. 5D, E). During the zooid-free period in the spring, the spherules became smaller, presumably using up their nutrient reserves (Fig. 5D, E).

### Entry into and exit from dormancy in *P. zorritensis* and *C. lepadiformis*

To test some possible abiotic environmental parameters influencing entry and exit of dormancy, small colonies of field-collected *P. zorritensis* (comprising zooids, budding nests, developing buds, and stolons) were maintained in controlled conditions in a flow-through aquarium system at 24 °C and fed with a diet of living and concentrated algae. In order to determine if temperature would induce the production of dormant spherules, we removed a few small colonies (number of zooids = 17; number of stolons = 24; number of developing nests = 5; number of non-abscissed nests = 5) from the aquarium system and placed them at lower temperatures (10 °C). Over the course of 2 months, we observed the production of dormant spherules. The zooids, when still alive, showed closed siphons and a low response to mechanical stimulation (n = 15). The buds that we experimentally detached (abscised) from their “parent” zooid, which had already started the budding process, arrested development and degenerated (n = 5). Stolonal growth continued, allowing the growth of the present budding nests (n = 5) and the development of new ones (n = 5). These structures were externally similar to spherules; they were dome-shaped and the tunic was so thick that it obscured internal vascular ampullae. Histological and ultrastructural observations were performed, showing that these structures were the same as spherules collected from the field^38^. This represented the first successful production of dormant-stage specimens of this species in laboratory conditions.

To identify the colony tissue sensitivity and the precise temperature that triggered dormancy in *P. zorritensis*, we exposed the following groups (1) spherules collected in the field (n = 10) stored at 10 °C, (2) zooids with spherules (n = 3) produced in laboratory after transfer at 10 °C, and (3) budding nests (n = 3) produced in the laboratory after germination of spherules and stored at 24 °C to four different temperatures (8 °C, 12 °C, 17 °C, 22 °C) and documented their development for 6 weeks. At the lowest temperature (8 °C) all the zooids died while the spherules and the budding nests did not germinate. At 12 °C, half of the zooids died or detached from the glass slide; stolonal growth was arrested; and new budding nests or developing buds did not form after 6 weeks. At this temperature all the spherules (collected in the field and produced in the laboratory) were activated and produced new zooids in 30–35 days. At 17 °C the zooids stayed alive and well-attached to the glass slide, all spherules germinated (after about 20 days) and new stolons, budding nests, and spherules were produced. At 22 °C the spherules and budding nests were rapidly activated (after 2 weeks new zooids were visible). However, half of the zooids died or were detached and few new stolons and nests were produced. These results suggested that the budding nests transferred to 8 °C, 12 °C, 17 °C could form spherules. When the spherules (collected in the field or produced in the laboratory, both stored at 10 °C) were transferred to lower temperatures (from 10 to 8 °C) they did not activate; however, when they were transferred to slightly higher temperatures (from 10 to 12 °C) germination was activated and new zooids were generated. We noted that spherule germination was days faster at higher temperatures, but was not synchronized across specimens.

The ability to produce dormant forms under laboratory conditions was tested also in *C. lepadiformis*. Specimens of *C. lepadiformis* were collected at the same site as *P. zorritensis* and were cultured on glass slides at 18 °C. As previously described by other authors^32,35,37^ the zooids emitted vascular stolons as prolongations of the postabdomen (Fig. 4B). The stolonal tip sometimes started to bulge forming one or more lobes, which looked more pale and whitish than the rest of the stolon (Fig. 4C). These structures represent the budding chambers, in which the budding process takes place once the hemocyte circulation is interrupted between the zooid and the budding chamber. At this temperature, other structures similar to budding chambers but more compact and whitish are produced along the stolon; they represent the winter buds, which are able to resist cold temperature according to other authors (Fig. 4D^39,41^). Our results showed that the production of *C. lepadiformis* dormant forms, the winter buds, occurred at 18 °C in laboratory conditions; and that similarly to budding chambers, the winter buds could be activated by isolation from the stolon. According to the above-mentioned authors, the milky coloration of winter buds is due to accumulation of trophocytes, i.e., hemocytes specialized for storage and transport of nutrients.

### Viability and range of resistance of *P. zorritensis* spherules and *C. lepadiformis* winter buds

In order to determine the ability of dormant forms to resist sudden environmental changes, we exposed spherules and adult zooids of *P. zorritensis* to abrupt shifts in temperature (− 20 °C to 37 °C) and salinity (10–44 ppt) for 24 h. Following the stress treatment, the specimens were transferred to 24 °C and the viability of zooids and the germination of dormant forms were observed after 2 weeks. *P. zorritensis* zooids survived a minimal range of conditions (between 18 and 28 °C and between 30 and 38 ppt), while spherules resisted a wider range of conditions (temperature fluctuation between 0 and 32 °C and salinity between 15 and 45 ppt) (Fig. 6).

**Figure 6:**
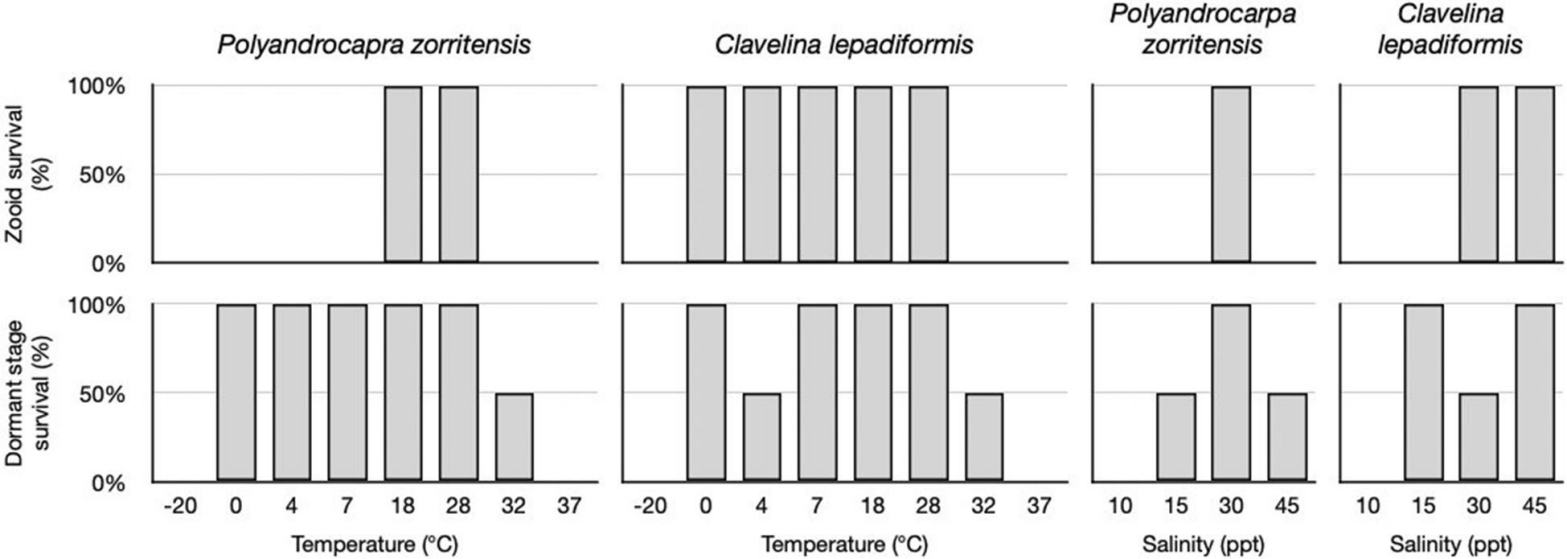
Dormant stages have broader capacity for survival, compared to zooids, in response to environmental stressors. Graphs of percent survival after 48 h exposure to the indicated temperatures and salinity (n = 2 per treatment) for *P. zorritensis* and *C. lepadiformis.*Top row shows survival rates of zooids. Bottom row shows survival rates for dormant structures (spherules for *Polyandrocarpa zooirtensis* and winter buds for *Clavelina lepadiformis*).

We repeated the same experiment with winter buds and *C. lepadiformis* zooids*.* Both stages were exposed for 24 h to a wide range of temperatures (− 20 to 37 °C) and water salinity (10–44 ppt). Then, the specimens were transferred to 24 °C and the viability of zooids and the germination of dormant forms were observed after one week. *C. lepadiformis* zooids were more resistant to lower temperatures (between 0 and 28 °C) and higher salinity (30–45 ppt) than *P. zorritensis*. Winter buds resisted a wider range of conditions compared to zooids (temperatures between 0 and 32 °C and salinity between 15 and 45 ppt), similar to *P. zorritensis* spherules (Fig. 6).

### Morphology of *P. zorritensis* spherules and *C. lepadiformis* winter buds

From a histological perspective, a spherule appears as a cluster of monolayered chambers, the ampullae, interconnected by vessels, all embedded in a thick extracellular matrix called tunic (Figs. 7E, 8A^38^). Tunic fibers of spherules are thicker than in the budding nests (~ 20 μm vs ~ 5 μm^38^). The epithelium of the ampullae is formed by cylindrical columnar cells of ~ 10 μm in length and ~ 5 μm in width (Fig. 7F). The cytoplasm of the epithelial cells is filled with two types of electron-dense inclusions: small electron-dense granules of glycogen (0.5–1 μm) and uniform electron-dense granules of lipids (2–5 μm) (Fig. 7G). The ampullae and vessels are filled with a heterogeneous population of hemocytes, among which it is possible to identify round undifferentiated cells of 5 μm diameter (Fig. 7H) which have a large nucleus-to-cytoplasm ratio, a prominent nucleolus, and with poorly developed endoplasmic reticulum and scarce mitochondria, reminiscent of ascidian circulatory stem cells referred to as hemoblasts^25,42^.

**Figure 7:**
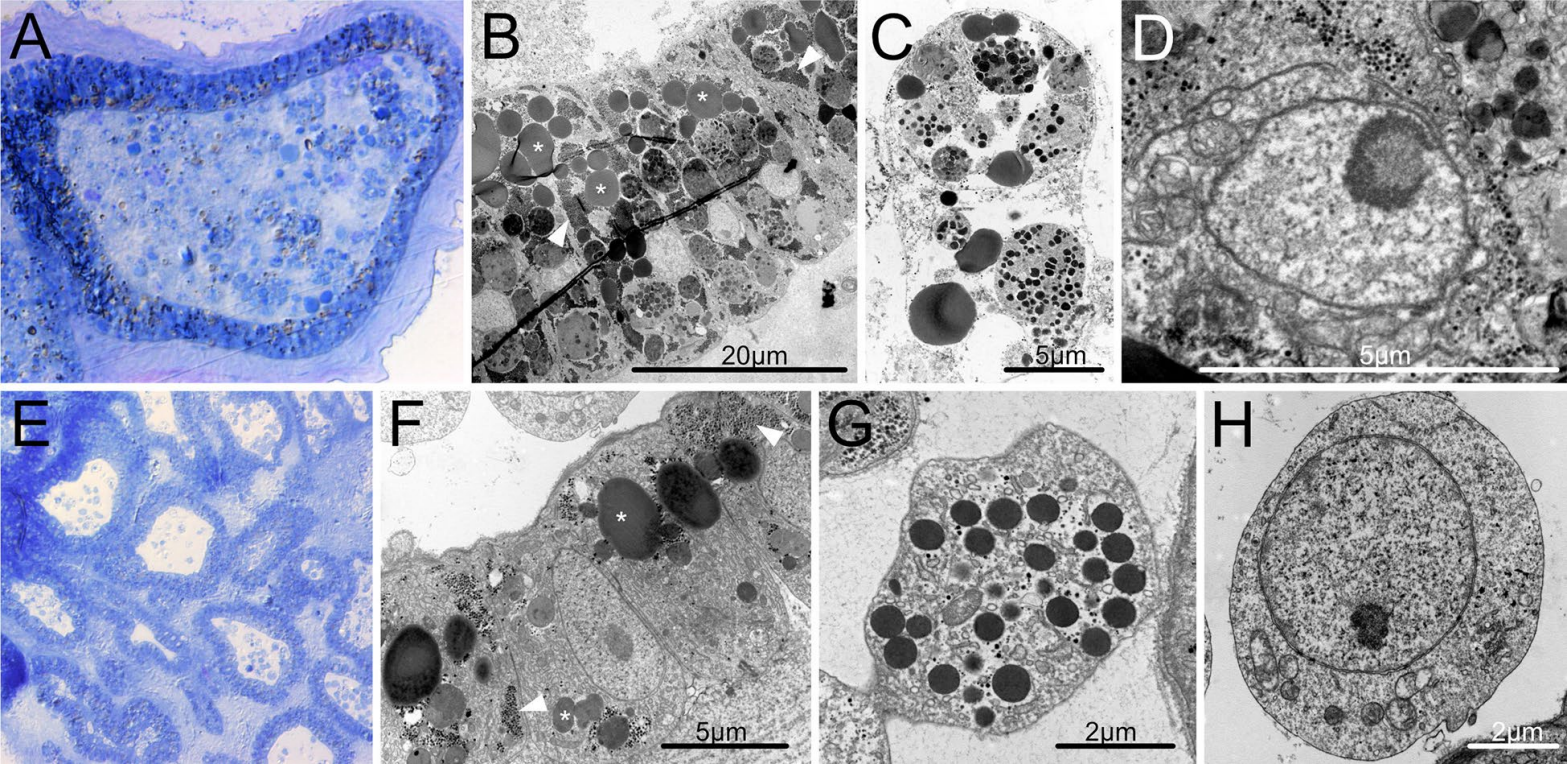
Cell types in dormant stages of *Clavelina lepadiformis* and *Polyandrocarpa zorritensis* include nutrient storage cells and putative stem cells. (**A**–**D**) *C. lepadiformis*: (**A**) Methylene blue staining of winter bud histological section shows a thick layer of epithelial cells surrounded by tunic and enclosing abundant mesenchymal cells. (**B**) TEM image of epithelial cells, many with lipid and glycogen inclusions, labeled with asterisk and white arrowheads, respectively. (**C**) TEM image of a phagocyte with contents inside mesenchymal space. (**D**) Putative hemoblast cell inside mesenchymal space, as indicated by large nucleolus and small cell size (about 5 microns). (**E**–**H**) *P. zorritensis*. (**E**) Methylene blue staining of spherule histological section shows numerous ampullary spaces lined with epithelium and filled with sparse hemocytes. (**F**) TEM close-up image of epithelial cells of ampulla, showing inclusions of lipids (asterisks) and glycogen (white arrowheads). (**G**) Example of a mesenchymal cell with inclusions. (**H**) TEM image of putative hemoblast cell within the mesenchymal space, as indicated by large nucleolus, small cell size, and round cell shape.

**Figure 8:**
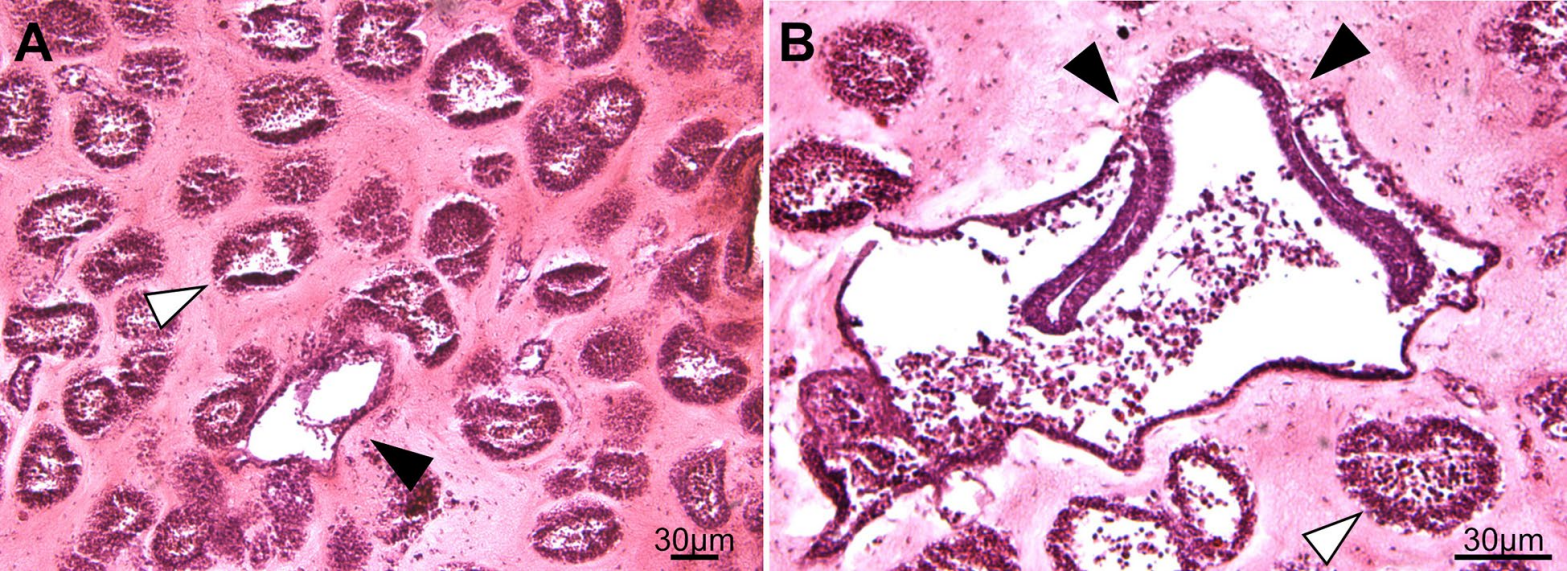
Germination transition in *P. zorritensis*. Transversal histological sections stained with hematoxylin and eosin of germinating spherule after 48 h at 24 °C. (**A**) The central vessel (black arrowhead) is distinguishable from the ampullary ramifications (one example marked with white arrowhead). (**B**) In a section through the center of the spherule, the vascular epidermis is invaginating (black arrowheads indicate location of the invaginations). White arrowhead indicates ampullary ramification.

In a *C. lepadiformis* winter bud, the epidermal cells around the vascular lumen are filled with electron-dense lipid inclusions in the cytoplasm—similarly to *P. zorritensis* spherules, which include small glycogen granules, homogeneous electron dense granules, and heterogeneous electron dense inclusions. The vascular lumen of the winter bud contains many more mesenchymal cells and more densely-packed cells than the stolonal lumen. The winter bud lumen contains large cells of more than 20 μm that appear to be macrophages (Fig. 7C). The phagosomes of the macrophage-like cells are filled with material containing electron-dense inclusions (Fig. 7C). These cells are tightly packed and surrounded by non-cellular debris (Fig. 7A–D).

In order to test if developmental events in spherule germination resemble budding in *P. zorritensis* budding nests, spherules maintained at 10 °C were transferred to a higher temperature (24 °C) and fixed after 48 h. In developing spherules, the vascular epidermis invaginated in a similar way as in developing budding nests (Fig. 8B). These results suggest that the epidermal morphogenetic movements that occurred in germinating spherules resemble the vasal budding processes previously described in the development of *P. zorritensis* budding nests^38^.

### Transcriptomic signatures of *P. zorritensis* spherules and *C. lepadiformis* winter buds show genes involved in the maintenance of dormancy

In order to elucidate the molecular signature of dormancy, we examined gene expression across life stages in both *P. zorritensis* and *C. lepadiformis* (Fig. 9). We conducted RNAseq and compared expression in five tissue types: zooids, pre-buds, stolons, dormant stages, and germinating tissues. 

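RNA of 36 samples was sequenced, 18 of *P. zorritensis* and 18 of *C. lepadiformis*. Zooid, pre-bud, stolon and dormant tissue had 3 replicates each per species. Germinating tissue had 6 replicates per species, 3 kept at 18 °C and 3 at 24 °C, all for 48 h, which the authors combined. Each replicate pooled tissue of 3 or more specimens. The dormant spherules of *P. zorritensis* were collected in the field in spring and frozen, while zooids, stolons and buds of this species came from material of the same rope that had germinated in the lab. In *P. zorritensis* the dormant stage therefore cannot be separated from collection in the field. All tissue of *C. lepadiformis* came from the same colony in the lab. The authors sequenced paired reads of 150 bp in 2 lanes, each with at least 1 replicate of every stage. They corrected and trimmed the reads, removed ribosomal RNA, and assembled transcripts de novo from all stages of a species pooled. They left out transcripts under 5 TPM and quantified the rest with Kallisto. The paper's reported totals are 541854284 raw reads of *P. zorritensis* and 521595519 of *C. lepadiformis*. The depth of each sample is unknown from the values analysed here. The values analysed are the authors' means per stage of TPM scaled by TMM across libraries, for 27938 transcripts of *P. zorritensis* and 18610 of *C. lepadiformis*. The sums of the values of a stage differ after this scaling and ran from 687867 in zooids to 1570747 in dormant tissue of *P. zorritensis*, and from 741785 in stolons to 1274782 in germinating tissue of *C. lepadiformis*. With 1 mean per stage there is no spread between replicates, so levels are given without an error and without a test between stages. The calls of a transcript as up or down in a stage are the authors', made with voom over all pairwise comparisons within a species at a false discovery rate under 0.001. They were deposited for 4424 ortholog pairs, all of them called in some stage in both species. A transcript can be called up in several stages, and a call in a stage does not place that stage above all others. Pairs carry the name of their best match among human or other proteins, and 3441 pairs have a human name. From the means, a score was calculated per transcript and stage, as log2 of the mean plus 1 minus the average of the same over the other 4 stages. On this scale the change of low transcripts is understated. The median log2 ratio of the dormant stage of *P. zorritensis* to the mean of all stages was -0.13, and that of every other stage lay within 0.1 of 0. The 32 lists of genes were chosen before the data were examined, as were the tests and alternatives apart from those said to be chosen later. For each list, the pairs called up were compared with all named pairs by two-sided Fisher's exact tests, adjusted over the lists.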

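In both species, genes of cilia and of digestion had their highest means in zooids and low means in the other 4 tissues. TEKT3, a tektin of ciliary microtubules, had an authors' mean of 57.1 scaled TPM in zooids of *P. zorritensis* and at most 0.465 elsewhere. In *C. lepadiformis* its mean was 66.0 in zooids, 0.0150 in pre-buds, and it was listed at 0 in the other 3 tissues. CTRL, a chymotrypsin-like protease of digestion, had a mean of 170.02 in zooids of *P. zorritensis* and at most 0.638 elsewhere, and of 1012 and at most 0.963 in *C. lepadiformis*. FABP4, a carrier of fatty acids, had means of 443 and 1471 in zooids of the 2 species and at most 17.4 and 2.43 elsewhere. In the authors' deposited table, 38 of 58 pairs of the cilia list were called down in dormant tissue of *P. zorritensis* and 51 in *C. lepadiformis*. Only 7 and 3 of them were called up, against 18.2 and 15.8 expected (exact test, adjusted p = 0.00942 and 3.68e-04). Of 38 digestive pairs, 32 were called down and 4 up in dormant *P. zorritensis*, against 11.9 expected up (exact test, adjusted p = 0.0307). In dormant *C. lepadiformis*, 22 digestive pairs were called down and 7 up, against 10.3 expected (exact test, adjusted p = 0.514). Zooids were also the tissue least similar to dormant tissue over all transcripts. The Spearman correlation of log2 means between dormant tissue and zooids was 0.602 in *P. zorritensis* and 0.611 in *C. lepadiformis*. Dormant tissue of *P. zorritensis* was closest to germinating tissue, at 0.862, followed by pre-bud at 0.808 and stolon at 0.719. Dormant tissue of *C. lepadiformis* was closest to stolon, at 0.953, followed by germinating tissue at 0.919 and pre-bud at 0.917. These correlations are across transcripts, which are not independent replicates, and they compare means, so they carry no p.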

PCA analyses showed correlation between the replicates, and separation between tissue types (Fig. 9). Of the orthologous DEGs that were up-regulated in dormant tissues in both species, 530 genes were shared. 

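The shared pairs include genes of very different function, and most had a higher mean in dormant tissue than in zooids (505 of 530 in *P. zorritensis* and 504 in *C. lepadiformis*). CD109, a protease inhibitor of the cell surface, had an authors' mean of 766 scaled TPM in dormant tissue and 9.85 in zooids of *P. zorritensis*, and of 905 and 18.6 in *C. lepadiformis*. HDC, the enzyme that makes histamine, had a mean of 84.7 in dormant tissue of *P. zorritensis* and at most 23.7 elsewhere. In *C. lepadiformis* it had 63.0 in dormant and 64.0 in germinating tissue, and at most 27.9 in the rest. PC, a pyruvate carboxylase that feeds gluconeogenesis, had 64.4 in dormant tissue of *P. zorritensis* against 14.7 to 18.7 in the others, and 113 in dormant tissue of *C. lepadiformis* against 8.06 to 96.5. AQP8, a water channel, had 257 against 9.31 to 50.2 in *P. zorritensis*, while in *C. lepadiformis* its 202 in dormant tissue stood below 807 in germinating tissue. Of the 4424 pairs, 1373 were called up in dormant tissue of *P. zorritensis* and 1295 in *C. lepadiformis* in the authors' deposited table. Independent lists of these sizes would share 402 pairs, and 530 were shared (odds ratio 1.88, one-sided Fisher's exact test, p = 1.17e-19). The paper's diagram shows larger totals for each species, so the expected number holds for the deposited pairs alone. There were 932 pairs called down in dormant tissue of both species, against 752 expected. Opposite calls were fewer than independent lists would give, with 338 pairs up in *P. zorritensis* and down in *C. lepadiformis* against 493, and 492 the other way against 613. The same comparison was made for the other stages after the result for dormancy was seen. Zooids shared 1799 pairs against 1496 expected (odds ratio 3.49), pre-buds 576 against 370.3 (odds ratio 2.84), and stolons 761 against 495 (odds ratio 3.35). Across the pairs, the dormancy scores of the 2 species had a Spearman correlation of 0.118 (permutation test, p = 1e-05, the smallest the permutations can give). With zooids left out of the reference it was -0.0642 (p = 2e-05), so the sign of this correlation rests on the zooid. Genes are not independent replicates, and these p-values treat them as such.

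**Figure D1:**
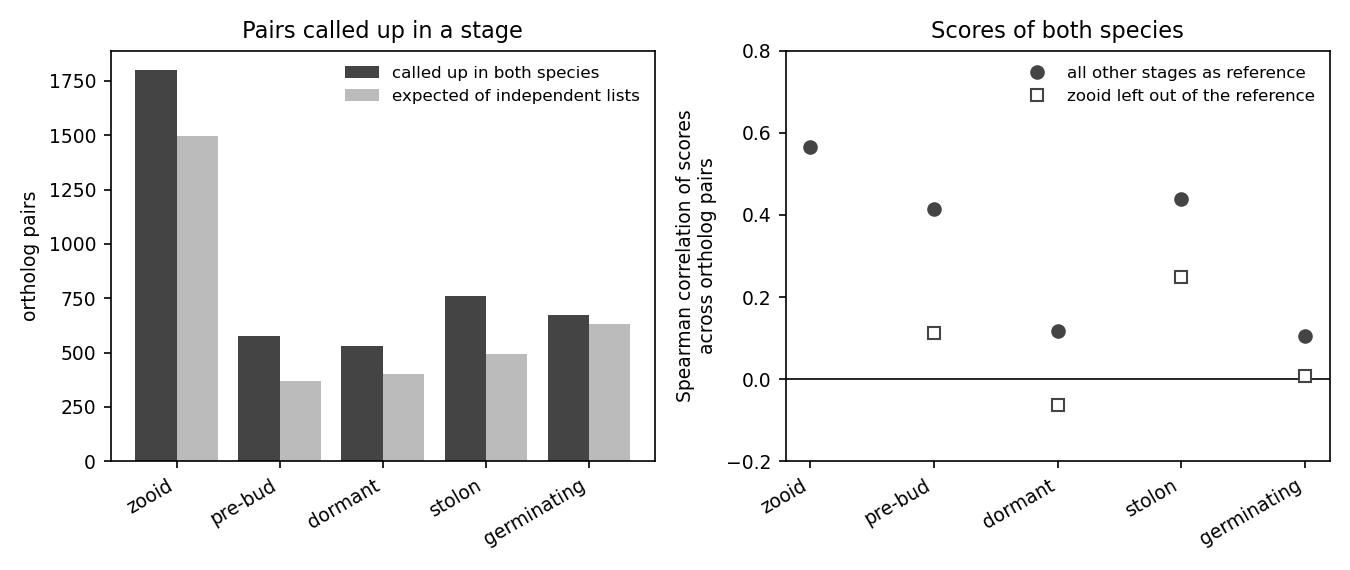
Left, number of ortholog pairs called up by the authors in both species in each stage (dark bars) beside the number expected of independent lists (light bars). Right, Spearman correlation across 4424 pairs between the scores of the 2 species, with all other stages (filled circles) or all but zooid (open squares) as the reference, which is 0.118 and -0.0642 for the dormant stage.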

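Ribosomal proteins stood out among the calls for dormant tissue of both species. The glycolysis, HIF-1 signaling, and glycogen and gluconeogenesis lists had more pairs up than expected in 1 species each, after adjustment. All 42 ribosomal protein pairs were called up in dormant *P. zorritensis* and 35 in *C. lepadiformis*, against 13.2 and 11.4 expected (exact test, adjusted p = 1.24e-20 and 1.06e-12). RPS15, a protein of the small ribosomal subunit, had an authors' mean of 31268 scaled TPM in dormant tissue and 2571 in zooids of *P. zorritensis*, and of 2417 and 1730.1 in *C. lepadiformis*. The median score of the list was 0.97 in *P. zorritensis* and -0.15 in *C. lepadiformis*. Of 7 glycolysis pairs, 6 were called up and 0 down in dormant *P. zorritensis*, and 5 up and 2 down in *C. lepadiformis* (exact test for those up, adjusted p = 0.0307 and 0.0742). LDHB, a lactate dehydrogenase, had a mean of 77.3 in dormant tissue of *P. zorritensis* against 7.98 to 29.0 in the others, and of 103 in *C. lepadiformis* against 35.7 to 106. Of 30 pairs of HIF-1 signaling, which links oxygen levels to sugar use, 16 were called up and 8 down in dormant *P. zorritensis*, against 9.40 expected up (exact test, adjusted p = 0.0843). In dormant *C. lepadiformis*, 20 were called up and 2 down, against 8.15 expected up (exact test, adjusted p = 1.06e-04). Of 36 insulin signaling pairs, 18 were called up and 9 down in *P. zorritensis* (exact test, adjusted p = 0.0844), and 15 up and 6 down in *C. lepadiformis* (exact test, adjusted p = 0.189). Median scores were also set beside random lists of the same size and like expression. For HIF-1 signaling they were 0.311 in *P. zorritensis* (percentile 99.7) and 0.233 in *C. lepadiformis* (percentile 99.97). For insulin signaling they were -0.142 in *P. zorritensis* (percentile 51.4) and 0.110 in *C. lepadiformis* (percentile 99.8). Of 10 pairs of glycogen and gluconeogenesis, 8 were called up in *C. lepadiformis* against 2.72 expected (exact test, adjusted p = 0.00484), and 5 up and 5 down in *P. zorritensis*. Translation factors were called up in 17 of 23 pairs in *P. zorritensis*, against 7.21 expected (exact test, adjusted p = 5.03e-04), and 5 were up and 7 down in *C. lepadiformis*. Some genes belong to several lists, and GAPDH, LDHB, PGK1 and HK2 are in both the glycolysis and the HIF-1 signaling list. The results of these lists are therefore not separate findings. Among the pairs shared by both species, 4 of the 32 lists held more members than expected. These were ribosomal proteins (35 against 4.69, exact test, adjusted p = 4.63e-26), HIF-1 signaling (14 against 3.35, exact test, adjusted p = 1.60e-05), glycolysis (5 against 0.781, exact test, adjusted p = 0.00312) and hemocyte and immune genes (7 against 2.01, exact test, adjusted p = 0.0174). The 18 pairs of this last list carry 9 different names, so pairs of the same name counted as separate members in its test. Over all 18 pairs of the list, 7 were called up and 9 down in *P. zorritensis*, 10 up and 7 down in *C. lepadiformis*, and 6 down in both. Its shared pairs include MASP2, a protease of complement, in a pair with 47.6 in dormant tissue and 17.3 in zooids of *P. zorritensis*, and 134 and 61.7 in *C. lepadiformis*. The 8 shared insulin signaling pairs compared with 4.02 expected (exact test, adjusted p = 0.195). Fewer pairs than expected were called up for RNA splicing in *C. lepadiformis*, with 1 of 33 up and 11 down against 8.97 expected up (exact test, adjusted p = 0.00461), while 14 were up and 17 down in *P. zorritensis*. Of 41 cell cycle and DNA replication pairs, 29 were called down in *P. zorritensis* and 20 in *C. lepadiformis*, with 7 and 4 called up (exact test, adjusted p = 0.150 and 0.0607). The median score of this list was low in both species, -0.645 in *P. zorritensis* (percentile 0.19 of random lists of like expression) and -0.377 in *C. lepadiformis* (percentile 0.02). PCNA, the sliding clamp of DNA replication, had a mean of 15.8 in dormant tissue of *P. zorritensis* against 21.0 to 86.5 elsewhere, and of 19.1 in *C. lepadiformis* against 21.6 to 53.6. HIF-1 signaling, insulin signaling and the ribosome were picked out by the study on these samples, so the direction of these lists is not independent evidence.

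**Figure D2:**
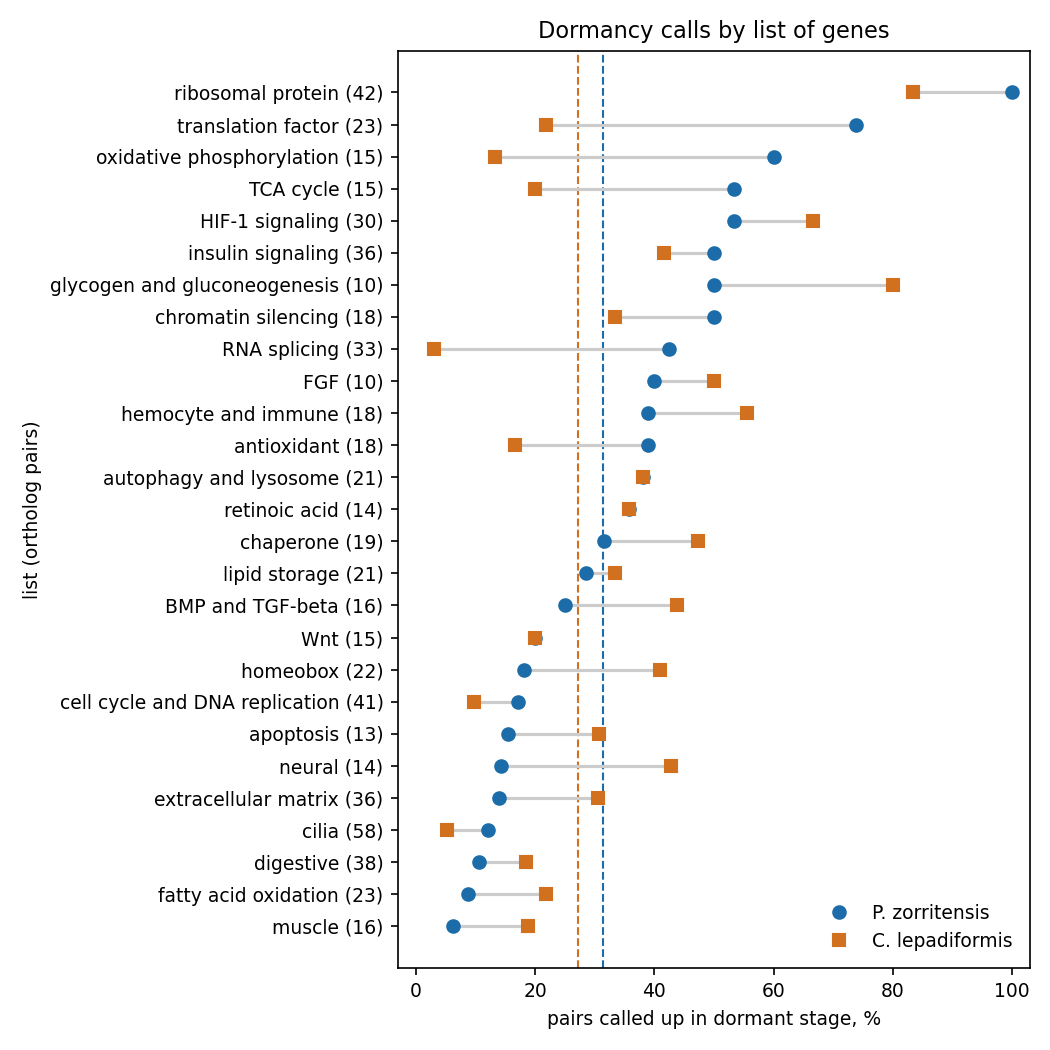
Share of the pairs of each list that the authors called up in the dormant stage, in % (x axis), for *P. zorritensis* (blue circles) and *C. lepadiformis* (orange squares), with the number of pairs of each list in parentheses. The dashed lines mark the share of all 3441 named pairs called up, 31.3% in *P. zorritensis* (blue) and 27.2% in *C. lepadiformis* (orange); the ribosomal proteins lie farthest above them in both species.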

Among the shared up-regulated genes in dormancy, we examined KEGG pathway enrichment and found an over-representation of genes in a number of pathways, such as the HIF-α pathway and the insulin signaling pathway (Fig. 10; Supplementary Figure S1).

**Figure 9:**
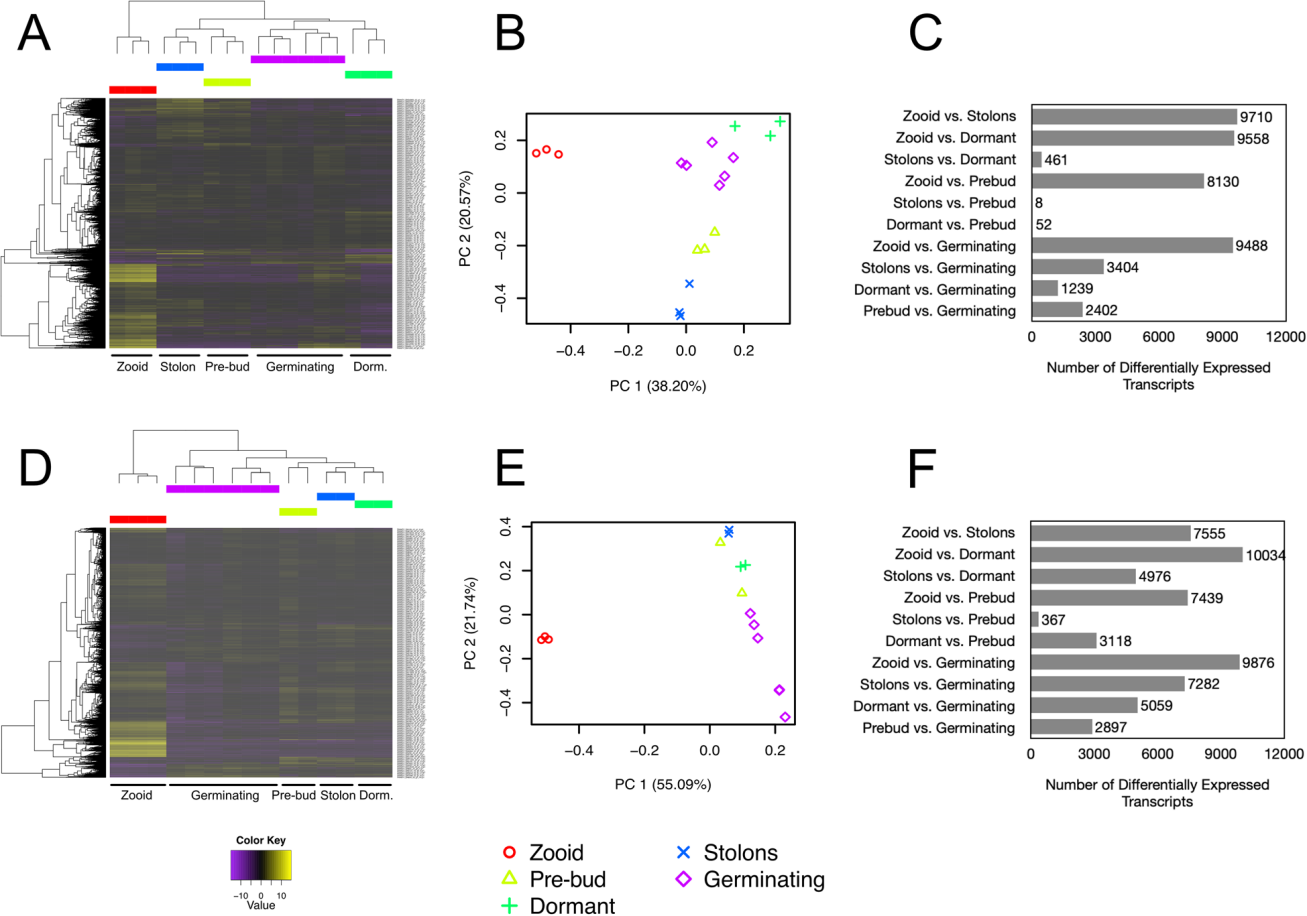
Differentially expressed transcripts during life stages in *Polyandrocarpa zorritensis* and *Clavelina lepadiformis.* Heatmaps of differentially expressed transcripts across samples: (**A**) *P. zorritensis* and (**D**) *C. lepadiformis*; each row represents expression value of a single transcript as shown in the color key below plots, violet indicates low expression and yellow indicates high expression; columns show clustered life stage replicates, bars in red = zooid, blue = stolon, yellow = pre-bud, green = dormant, and magenta = germinating stage. Principal Component Analysis showing relationships among and across samples: (**B**) *P. zorritensis* and (**E**) *C. lepadiformis*. Key below indicates colored symbols for each life stage sample type. Number of differentially expressed transcripts in each pairwise comparison between sample types for each species: (**C**) *P. zorritensis* and (**F**) *C. lepadiformis*.

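Changes of at least 2-fold between the authors' means were counted among transcripts with a mean of at least 5 scaled TPM in the higher stage. In *P. zorritensis*, dormant tissue differed from pre-bud in 5125 of 15477 transcripts (33.1%), from stolon in 6781 (41.7%), from germinating tissue in 4095 (27.2%) and from zooids in 8594 (47.6%). In *C. lepadiformis* it differed from pre-bud in 1882 of 12020 transcripts (15.7%), from stolon in 1063 (9.08%), from germinating tissue in 1952 (16.5%) and from zooids in 5496 (39.3%). These counts rest on means and carry no test. The annotated genes that changed most between dormant tissue and pre-bud differed between the species. In *P. zorritensis* the highest ratios of dormant tissue to pre-bud include SQOR, a mitochondrial enzyme that oxidizes sulfide, with a mean of 435 against 11.7 in pre-bud, and DNAJB4, a heat shock cochaperone, with 106 against 2.99. The lowest ratios include HEBP2, a heme-binding protein, with 4.29 against 1399, and SOX4, a transcription factor of progenitor cells, with 2.20 against 30.0. The pair of HEBP2 in *C. lepadiformis* had 477 against 523, and that of SOX4 had 24.6 against 10.2. In *C. lepadiformis* the highest ratios include that of S26A6, an anion exchanger, with 55.0 against 9.60. The lowest ratios there include GLYM, a mitochondrial enzyme that converts serine to glycine, with 16.7 against 107, and RGN, a calcium-binding protein, with 2.69 against 24.6.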

**Figure 10:**
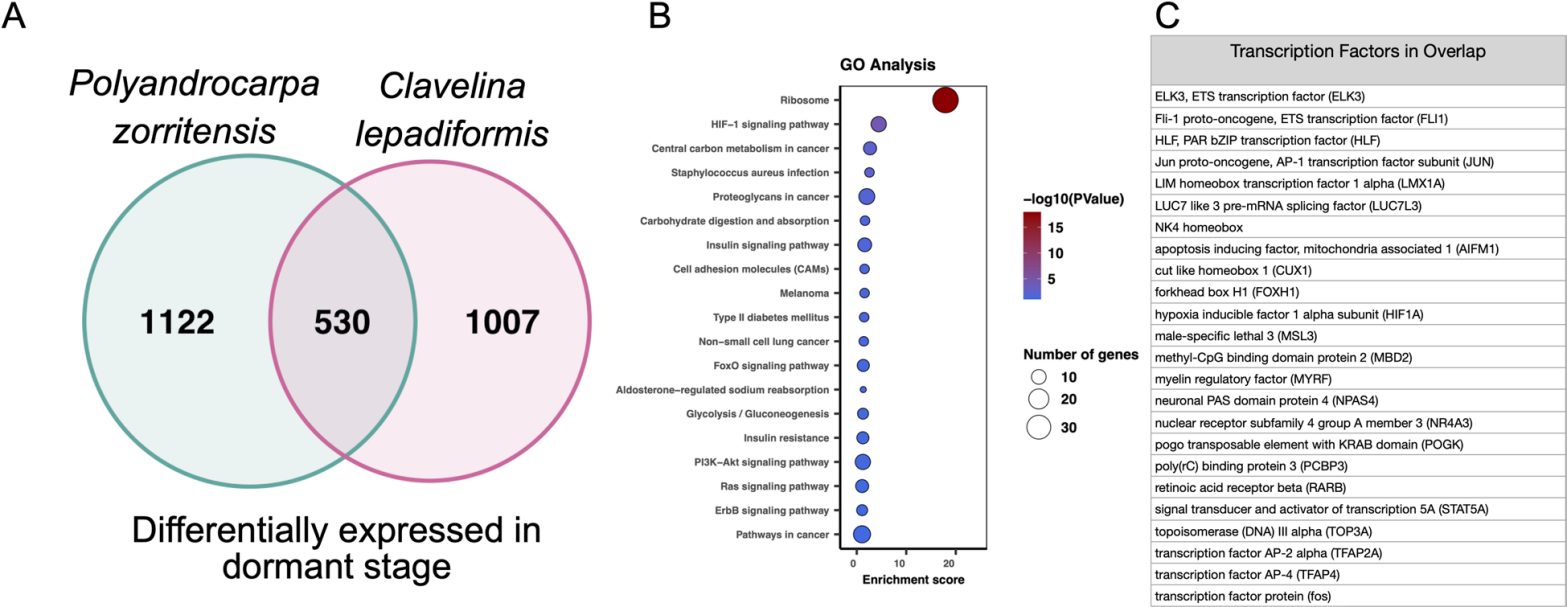
Shared up-regulated transcripts and pathways during dormancy in *P. zorritensis* and *C. lepadiformis.* (**A**) Venn diagram showing the number of orthologous upregulated transcripts during dormancy in *P. zorritensis* and *C. lepadiformis*. (**B**) KEGG pathway terms enriched in the overlapping set of 530 transcripts upregulated in both species. (**C**) Transcription factors upregulated in dormancy in both species.

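For most of the 530 shared pairs zooids had a low level, while dormant tissue was the highest stage in a small majority of them in *P. zorritensis* and in a minority in *C. lepadiformis*. The authors called zooid down in both species in 399 of the 530 (75.3%), against 840 of all 4424 pairs (19.0%). The dormant mean was above the zooid mean in 505 pairs in *P. zorritensis* and 504 in *C. lepadiformis*. It was above pre-bud in 379 and 339, above stolon in 389 and 284, and above germinating tissue in 419 and 281. Dormant tissue had the highest mean of the 5 stages in 283 pairs (53.4%) in *P. zorritensis*, in 113 (21.3%) in *C. lepadiformis* and in 66 (12.5%) in both. Pre-bud was called down in 51 of the shared pairs in *P. zorritensis* and in 4 in *C. lepadiformis*. PCK2, the mitochondrial enzyme that commits carbon to gluconeogenesis, is among the 66, with an authors' mean of 552 scaled TPM in dormant tissue of *P. zorritensis* against 61.8 to 90.2 in the others, and of 215 in *C. lepadiformis* against 51.2 to 171. GTR5, a sugar transporter, had 169 against 22.3 to 63.7 in *P. zorritensis*, and 115 against 35.2 to 88.1 in *C. lepadiformis*. With a lead of at least 1.5-fold over the next stage, dormant tissue was highest in 105 pairs in *P. zorritensis* and in 5 in *C. lepadiformis*.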

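Of 24 factors that the study lists for dormancy and the deposited table names, all 24 had a pair called up in dormant tissue of both species. They were selected on these calls, so the tally is not independent evidence. Zooid was called down in both species for 18 of them. Dormant tissue had the highest mean of the 5 stages for 13 in *P. zorritensis*, for 6 in *C. lepadiformis* and for 3 in both. CUX1, a homeobox factor, is among those 3, with an authors' mean of 21.5 scaled TPM in dormant tissue of *P. zorritensis* against 16.1 to 20.9 in the others, and of 11.3 in *C. lepadiformis* against 5.36 to 8.27. FLI1, an ETS factor of blood and vessel cells, had 19.4 in dormant tissue of *P. zorritensis* against 9.07 to 13.3 in the others, and 10.0 in *C. lepadiformis* against 3.91 to 10.5. TFAP4, a helix-loop-helix factor, had its highest mean in pre-bud of *P. zorritensis* (28.8, with 16.3 in dormant tissue) and in germinating tissue of *C. lepadiformis* (16.0, with 13.1 in dormant tissue). MYRF, a membrane-bound factor, had its highest mean in stolon of both species, 30.8 and 105, with 27.3 and 86.7 in dormant tissue.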

We also examined upregulated transcription factors in dormancy that were either shared between species or found exclusively in one species (Fig. 10C). Some of the shared upregulated transcription factors were involved in HIF-α signaling, such as a hypoxia inducible factor alpha (HIF-α), and in insulin signaling. Additionally, we found shared up-regulation of a number of genes implicated in the modulation of stem cell maintenance, proliferation, and differentiation. These included: orthologues of AP-1 transcription factor (fos and jun), NK4 homeobox, nuclear receptor subfamily 4 group A (NR4A1-3), retinoic acid receptor beta (RAR-A/B/G), and signal transducer and activator of transcription (STAT5-7). 

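HIF1A, the oxygen-regulated subunit of the factor, was called up in dormant tissue alone in *P. zorritensis* in the authors' deposited table, and in dormant tissue and stolon in *C. lepadiformis*. Its mean in *P. zorritensis* was 231 scaled TPM in dormant tissue and 48.7 to 63.7 in the other 4 stages. In *C. lepadiformis* it was 177 in dormant tissue and 228 in stolon, and 47.1 to 73.3 in the other 3. Germinating tissue was called down for this gene in both species. HIF1AN, the hydroxylase that inhibits HIF-α, was called up in dormant tissue of both species, with 49.7 in *P. zorritensis* against 24.5 to 30.6 in the others, and 53.6 in *C. lepadiformis* against 7.90 to 34.4. EGLN1, the prolyl hydroxylase that marks HIF-α for degradation, was called up in dormant tissue of *C. lepadiformis* but not of *P. zorritensis*, with 52.5 against 25.8 to 43.4, while in *P. zorritensis* it had 15.4 against 12.0 to 16.1. GAPDH and PGK1, enzymes of glycolysis and targets of HIF, were called up in dormant tissue of both species. GAPDH had a mean of 2034 in dormant tissue of *P. zorritensis* against 129 to 798 in the others. In *C. lepadiformis* its mean was 277 in dormant tissue, below the other stages apart from germinating tissue at 120.2, the stage called down. PGK1, which follows GAPDH in glycolysis, had 173 against 28.5 to 95.3 in *P. zorritensis* and 36.6 against 21.2 to 38.5 in *C. lepadiformis*.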

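Each of these factors had a pair called up in dormant tissue of both species in the authors' deposited table, but their levels followed different courses. The fos pair had an authors' mean of 294 scaled TPM in dormant tissue of *P. zorritensis* against 9.82 to 77.6 in the others. For fos in *C. lepadiformis* the mean was 25.1 in dormant tissue, below 70.8 in stolon and 50.2 in pre-bud. Its partner jun had 381 in dormant tissue of *P. zorritensis* against 92.8 to 293, and 174 in *C. lepadiformis* against 28.2 to 207, highest in stolon. Zooid was called down for both genes in both species. The NK4 pair was called up in every stage but zooid in both species. Its mean was 119 in dormant tissue of *P. zorritensis* and 14.1 in zooids, with 126 to 129.6 in pre-bud and stolon, and 38.3 and 2.24 in *C. lepadiformis*, with 22.9 to 34.2. The RAR pair was also called up in every stage but zooid in both species. It had 59.9 in dormant tissue of *P. zorritensis*, 38.7 in zooids and 102 in pre-bud, and 179.9, 54.8 and 208 in *C. lepadiformis*. The NR4A pair, an orphan nuclear receptor, had 29.9 in dormant tissue of *P. zorritensis* and 37.3 in stolon, against 3.06 in zooids. Means in *C. lepadiformis* were 1.87 in dormant tissue, 7.76 in pre-bud and 0.553 in germinating tissue, which was the stage called down. STAT5 had 13.6 in dormant tissue of *P. zorritensis* against 9.39 in zooids, and 44.4 in *C. lepadiformis* against 21.3. A second STAT5 pair was called down in dormant tissue of both species, with 7.56 in *P. zorritensis* against 9.86 to 15.7, and 15.7 in *C. lepadiformis* against 15.0 to 21.5. For NR4A and STAT5 the deposited pairs of *C. lepadiformis* are other transcripts than those in the study's gene trees. The NR4A transcript of the tree had 9.27 in dormant tissue, below 9.52 in zooids, 25.0 in pre-bud and 114 in stolon, with 1.95 in germinating tissue. That of STAT had 85.0 in dormant tissue, its highest stage, against 40.2 to 82.9 in the others.

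**Figure D3:**
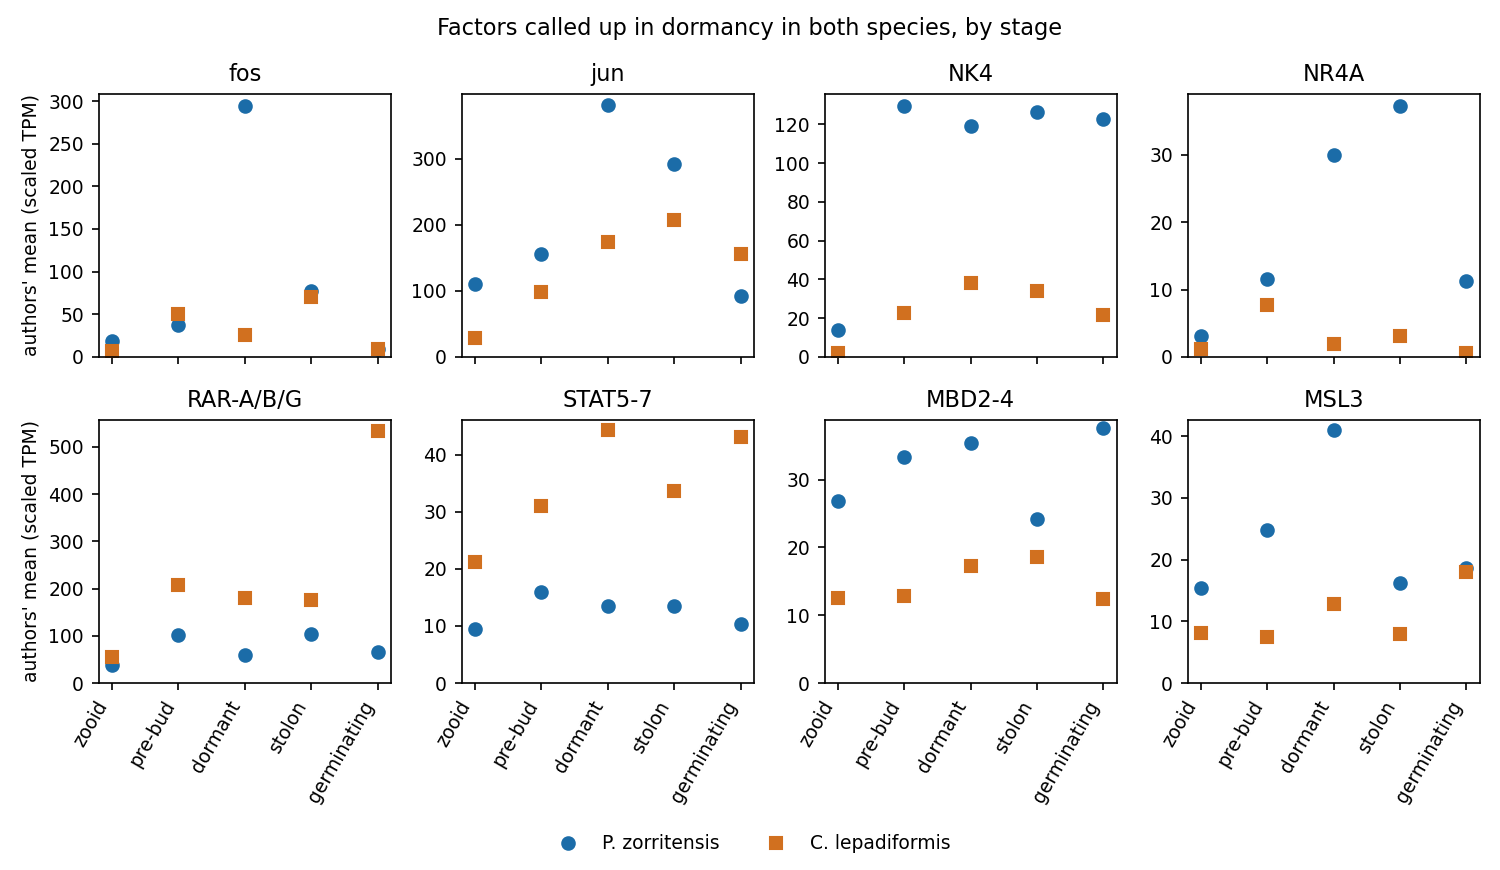
Authors' mean in scaled TPM (y axis, from 0) by stage for 8 ortholog pairs called up in dormancy in both species, *P. zorritensis* in blue circles and *C. lepadiformis* in orange squares, each point 1 mean without an error. Dormant tissue is highest of the 5 stages for fos in *P. zorritensis* (294) but not in *C. lepadiformis* (25.1), and for NK4 in *C. lepadiformis* (38.3) but not in *P. zorritensis* (119).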

Some of the shared transcription factors upregulated in dormancy have gene silencing or chromatin remodeling functions, such as methyl-CpG binding domain protein 2 (MBD2-4) and male-specific lethal 3 (MSL3)^43,44^. 

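MBD2, which binds methylated CpG, had an authors' mean of 35.5 scaled TPM in dormant tissue of *P. zorritensis* and 37.6 in germinating tissue, the stages called up, against 24.3 to 33.4 in the others. Means in *C. lepadiformis* were 17.3 in dormant tissue and 18.5 in stolon against 12.3 to 12.8. MSL3, a chromodomain protein of a histone acetyltransferase complex, had 41.0 in dormant tissue of *P. zorritensis* against 15.4 to 24.8. For MSL3 *C. lepadiformis* had 12.8 in dormant tissue and 18.1 in germinating tissue against 7.49 to 8.15. The list of chromatin silencing genes went both ways. Of its 18 pairs, 9 were called up and 8 down in dormant *P. zorritensis*, and 6 up and 2 down in *C. lepadiformis*, with 5 up in both against 2.01 expected (exact test, adjusted p = 0.169). EHMT2, a methyltransferase of histone H3 lysine 9, had 30.7 in dormant tissue of *P. zorritensis* against 7.33 to 14.2, and 15.5 in *C. lepadiformis* against 10.4 to 15.0. SUZ12, a core subunit of Polycomb repressive complex PRC2, was called down in dormant tissue of both species, with 1.08 in *P. zorritensis* against 4.96 to 7.92, and 4.76 in *C. lepadiformis* against 4.77 to 6.93.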

Orthology was confirmed using phylogenetic analysis (Supp. Figure S3).

### Exit from dormancy shares morphological/molecular features as in whole body regeneration or budding in colonial ascidians

We found that 674 genes are up-regulated during germination in both species (Fig. 11A). 

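Pairs with large changes in both species include TPPP2, a tubulin-binding protein, which was called up in zooids and germinating tissue of both species. Its authors' mean in germinating tissue was 15.4 scaled TPM in *P. zorritensis* and 61.1 in *C. lepadiformis*, against 0.331 and 7.90 in dormant tissue. NFU1, which builds iron-sulfur clusters in mitochondria, had its large change in *C. lepadiformis*, with 600.1 in germinating and 64.3 in dormant tissue. In *P. zorritensis* it had 4.39 and 1.95, both below the mean of 5 asked for in the counts of changes. CLD1, a claudin of tight junctions, had 50.7 in germinating and 11.5 in dormant tissue of *P. zorritensis*, and 35.8 and 4.58 in *C. lepadiformis*, with 297 in zooids of *P. zorritensis* and 297 in those of *C. lepadiformis*. It was called up in germinating tissue of *C. lepadiformis* and down in that of *P. zorritensis*. In the authors' deposited table, 2390 pairs were called up in germinating tissue of *P. zorritensis* and 1171 in *C. lepadiformis*. Independent lists of these sizes would share 633, and 674 were shared (odds ratio 1.21, one-sided Fisher's exact test, p = 0.00256). Here too the paper's diagram shows larger totals for each species, so the expected number holds for the deposited pairs alone. All 674 shared pairs are among these, so the pairs left out are not shared ones. This small excess therefore cannot be carried over to all orthologs. There were 992 pairs called down in both, against 864 expected. Pairs up in *P. zorritensis* and down in *C. lepadiformis* numbered 1106 against 1204 expected, and 389 went the other way against 454. Across the pairs, the germination scores of the 2 species had a Spearman correlation of 0.104 (permutation p = 1e-05, the smallest the permutations can give). With zooids left out of the reference, a setting added after the data were seen, it was 0.00659 (permutation p = 0.660). Genes are not independent replicates.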

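Ribosomal proteins were called up in germinating tissue of both species, with 42 of 42 ribosomal protein pairs in *P. zorritensis*, 41 in *C. lepadiformis* and 41 shared against 6.20 expected (exact test, adjusted p = 2.43e-32). The median score of the list was 1.14 in *C. lepadiformis*, above all of the random lists of like expression, and 0.34 in *P. zorritensis*, above 22.1% of them. RPS12, of the small ribosomal subunit, had an authors' mean of 68676 scaled TPM in germinating tissue of *C. lepadiformis* against 18087 to 30484 in the others, and of 7899 in *P. zorritensis* against 2443 to 12753. Genes of autophagy and lysosomes were the other list with more shared pairs than expected, 9 of 21 against 3.10 (exact test, adjusted p = 0.0278). Of them 13 were up and 7 down in *P. zorritensis*, against 12.2 expected up (exact test, adjusted p = 0.945), and 13 up and 6 down in *C. lepadiformis*, against 5.11 (exact test, adjusted p = 0.00430). MAP1LC3C, which coats autophagosomes, had 213 in germinating tissue of *C. lepadiformis* against 10.3 to 67.0, and 121 in *P. zorritensis* against 60.2 to 262. Lists of mitochondrial metabolism were called up in germinating *P. zorritensis*, and the TCA cycle and fatty acid oxidation mostly down in *C. lepadiformis*. In *P. zorritensis* all 15 pairs of oxidative phosphorylation were called up against 8.73 expected (exact test, adjusted p = 0.00153), 14 of 15 of the TCA cycle (exact test, adjusted p = 0.0205) and 20 of 23 of fatty acid oxidation (exact test, adjusted p = 0.0173). In *C. lepadiformis* these lists had 0, 1 and 2 pairs called up and 4, 11 and 20 called down, and none of the 3 had a count that differed from the expected after adjustment. HADHA, an enzyme of fatty acid oxidation in mitochondria, had 21.6 in germinating and 4.19 in dormant tissue of *P. zorritensis*, and 6.02 and 13.6 in *C. lepadiformis*. Of 7 glycolysis pairs, 4 were called up in *P. zorritensis* against 4.07 expected, and 0 up and 5 down in *C. lepadiformis*. Fatty acid oxidation had 18 pairs up in *P. zorritensis* and down in *C. lepadiformis* against 6.44 expected (exact test, adjusted p = 1.19e-05), and the TCA cycle 11 against 4.20 (exact test, adjusted p = 0.00217). In the cell cycle, chaperone and splicing lists most pairs were called up in *P. zorritensis*. None of their counts of pairs up in *C. lepadiformis* differed from the expected after adjustment. Of 41 cell cycle and DNA replication pairs, 40 were called up in *P. zorritensis* against 23.9 expected (exact test, adjusted p = 1.12e-07), while 28 were called down in *C. lepadiformis*. CCNB2, a mitotic cyclin, had 16.6 in germinating and 2.71 in dormant tissue of *P. zorritensis*, and 6.61 and 7.07 in *C. lepadiformis*. Of 19 chaperone pairs, 16 were called up in *P. zorritensis* (exact test, adjusted p = 0.0544) and 18 down in *C. lepadiformis*. CCT2, a subunit of the chaperonin that folds tubulin and actin, had 54.7 and 17.0 in these stages of *P. zorritensis*, and 40.9 and 56.0 in *C. lepadiformis*. Of 33 splicing pairs, 30 were called up in *P. zorritensis* (exact test, adjusted p = 2.82e-04) and 18 down in *C. lepadiformis*. All 23 translation factor pairs were called up in *P. zorritensis* (exact test, adjusted p = 3.71e-05), while 4 were up and 11 down in *C. lepadiformis*. The calls are against the other stages of the same species. Among named pairs, 58.2% were called up in germinating *P. zorritensis* and 24.4% in *C. lepadiformis*. The expected numbers of pairs up in each species follow from these shares. Those of shared and of opposite calls follow from the shares of named pairs with such calls. In germinating *C. lepadiformis* 1746 of the 3441 named pairs were called down, and the splicing and translation factor lists lay near that share.

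**Figure D4:**
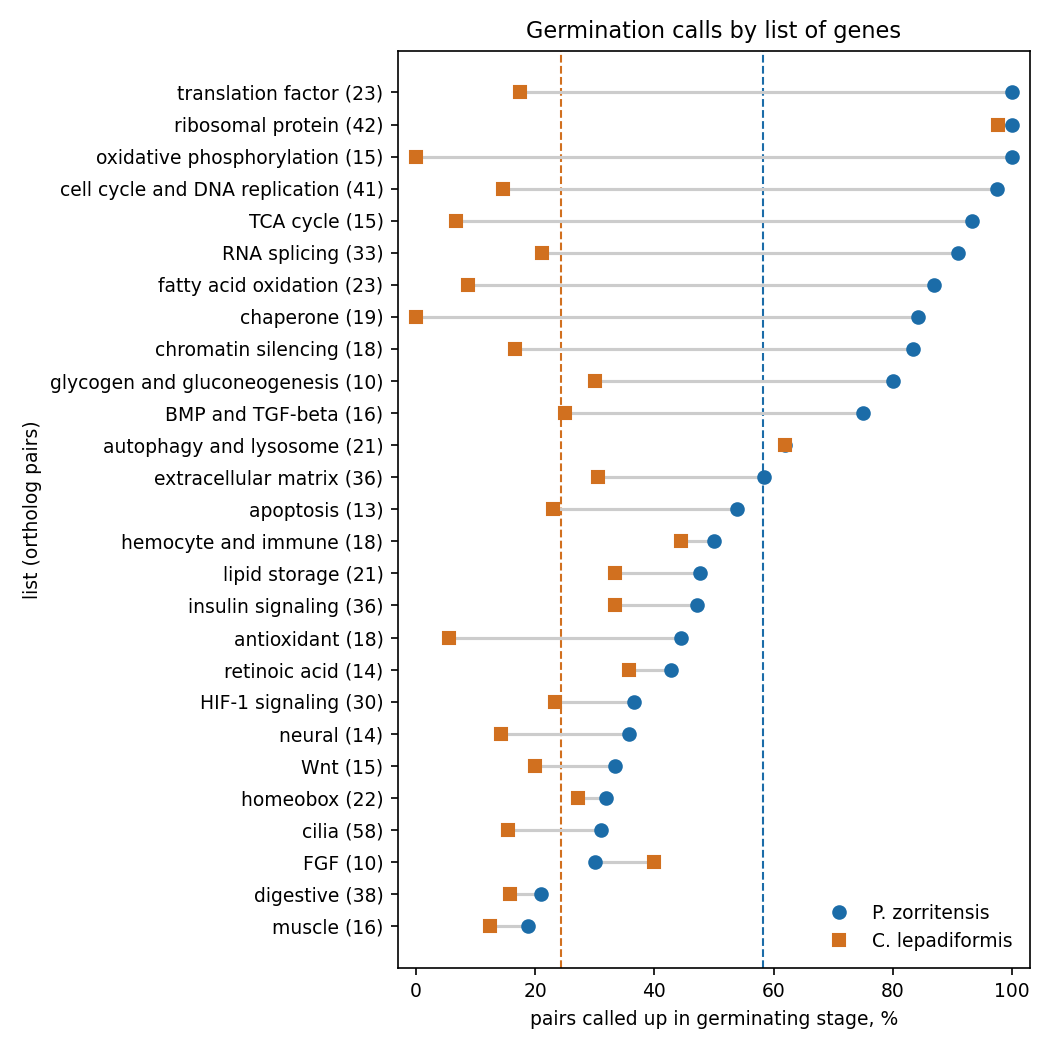
Share of the pairs of each list that the authors called up in the germinating stage, in % (x axis), for *P. zorritensis* (blue circles) and *C. lepadiformis* (orange squares), with the number of pairs of each list in parentheses. The dashed lines mark the share of all 3441 named pairs called up, 58.2% in *P. zorritensis* (blue) and 24.4% in *C. lepadiformis* (orange); the ribosomal proteins lie far to the right of the line of each species.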

KEGG pathways upregulated in this shared set of genes include many metabolic pathways (Fig. 11B). We also found a number of shared up-regulated transcription factors. This includes developmental genes such as NK4, grainyhead-like transcription factor (GRHL1/2/3), and a distal-less homeobox (DLX1/6), and retinoic acid receptor beta (RAR-A/B/G) (Fig. 11C). 

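All 39 factors that the study lists for germination and the deposited table names had a pair called up in germinating tissue of both species, a tally that follows from how they were selected. Zooid was called down in both species for 21 of them. Germinating tissue had the highest mean of the 5 stages for 12 in *P. zorritensis*, for 25 in *C. lepadiformis* and for 9 in both. The mean of NK4 in germinating tissue was 123 scaled TPM in *P. zorritensis* and 21.7 in *C. lepadiformis*. The RAR pair had 64.7 in *P. zorritensis* and 533 in *C. lepadiformis*, where germinating tissue was the highest stage. Grainyhead, a regulator of epithelia, and distal-less, a homeobox gene of appendages and ectoderm, were called up in every stage but zooid in both species. GRHL had 13.6 in germinating tissue of *P. zorritensis*, 5.48 in zooids and 15.2 to 32.9 in the other 3 stages, and 13.8, 1.64 and 8.84 to 29.4 in *C. lepadiformis*. DLX had 13.6, 8.38 and 18.6 to 25.0 in *P. zorritensis*, and 18.4, 3.96 and 14.6 to 28.5 in *C. lepadiformis*. Over the 22 homeobox pairs as a list, 7 were called up and 11 down in germinating *P. zorritensis*, fewer up than the 12.8 expected (exact test, adjusted p = 0.0459), and 6 up and 12 down in *C. lepadiformis*.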

Interestingly, some transcription factors that showed upregulation in germination are also genes that we found to be upregulated in dormancy, including NK4, RAR-A/B/G, and forkhead box H (FOXH). 

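There were 8 factors in both lists, among them ELK3, HLF and TFAP2A beside NK4, the RAR pair and FOXH1. FOXH1, a forkhead factor that works with Smads in TGF-β signaling, was called up in dormant tissue, stolon and germinating tissue of both species. Its authors' mean in *P. zorritensis* was 18.1 scaled TPM in dormant and 20.7 in germinating tissue, with 26.3 in stolon and 12.0 in zooids. In *C. lepadiformis* it was 36.4 and 26.8, with 26.8 and 9.07. TFAP2A, a factor of ectoderm, had 25.5 and 27.1 in dormant and germinating tissue of *P. zorritensis* against 8.58 in zooids, and 17.7 and 39.8 in *C. lepadiformis* against 1.84. HLF, a leucine zipper factor, had 142 and 87.8 against 41.6 in *P. zorritensis*, and 47.5 and 46.1 against 27.6 in *C. lepadiformis*. The 9 forkhead pairs as a list had 5 called up and 4 down in germinating *P. zorritensis*, and 1 up and 8 down in *C. lepadiformis*. The 530 pairs shared in dormancy and the 674 shared in germination had 3.00 times as many pairs in common as the 80.7 expected (odds ratio 6.73, one-sided Fisher's exact test, p = 5.56e-74). Within *P. zorritensis*, 914 pairs were called up in both stages against 742 expected (odds ratio 2.12), and within *C. lepadiformis*, 691 against 343 (odds ratio 6.31). Both sets of calls compare with the same zooid, pre-bud and stolon samples, so part of this excess may come from the stages they share.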

Orthology was confirmed using phylogenetic analysis (Supp. Figure S3).

**Figure 11:**
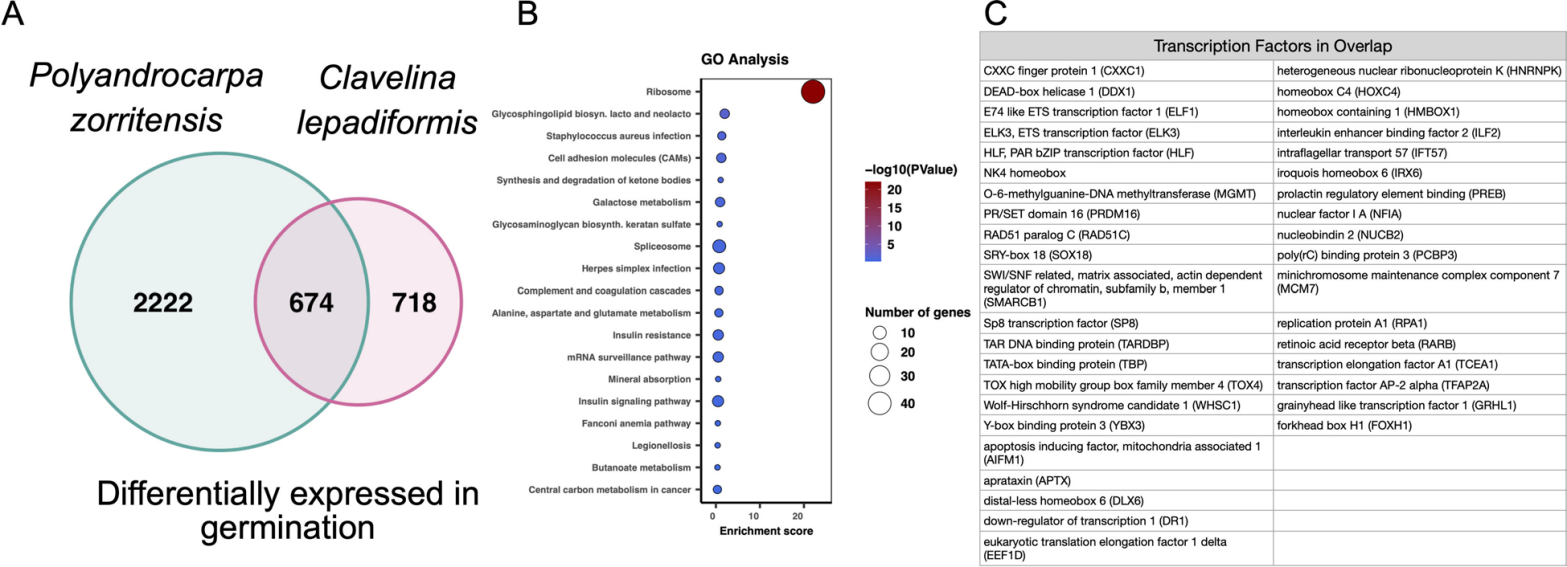
Shared up-regulated transcripts and pathways during germination in *P. zorritensis* and *C. lepadiformis.* (**A**) Venn diagram showing the number of orthologous upregulated transcripts during germination in *P. zorritensis* and *C. lepadiformis*. (**B**) KEGG pathway terms enriched in the overlapping set of 674 transcripts upregulated in both species. (**C**) Transcription factors upregulated in germination in both species.

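Germinating tissue was the highest stage for a minority of the 674 pairs in *P. zorritensis* and for most of them in *C. lepadiformis*. It had the highest mean in 156 pairs (23.1%) in *P. zorritensis*, in 401 (59.5%) in *C. lepadiformis* and in 112 (16.6%) in both. With a lead of at least 1.5-fold over the next stage, a margin applied after the data were seen, these numbers were 13 in *P. zorritensis* and 130 in *C. lepadiformis*. The germinating mean was above the zooid mean in 537 pairs in *P. zorritensis* and 617 in *C. lepadiformis*, above pre-bud in 406 and 532, above dormant tissue in 417 and 527, and above stolon in 494 and 500. Zooid was called down in both species in 393 of the 674 (58.3%), and dormant tissue was called down in 203 in *P. zorritensis* and in 38 in *C. lepadiformis*. ILF2, which binds double-stranded RNA, had its highest mean in germinating tissue of both species, 79.0 scaled TPM in *P. zorritensis* against 23.4 to 56.8 in the others, and 81.2 in *C. lepadiformis* against 43.4 to 66.9. MCM7, a subunit of the replicative helicase, had 14.9 in germinating tissue of *P. zorritensis* against 3.04 in dormant tissue and 19.6 in zooids, and 19.4, 13.9 and 25.0 in *C. lepadiformis*.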

## Discussion

### Ecological consequences of dormancy in clonal species

We report the disappearance of zooids of *Polyandrocarpa zorritensis* at the end of the winter in NW Italy, with the maintenance of only a cryptic dormant form: small spherules hidden under epibionts. Such small, relatively undifferentiated, and practically unrecognizable structures remain dormant for months and have the ability to reconstitute a thriving population of differentiated feeding animals when conditions improve. By the end of the spring, through a mass-scale regeneration event, spherules are able to restore the entire population of filter-feeding colonies. Our data on spherule diameter over the year suggests that spherules get smaller as the zooid die-off period approaches, which may be due to the nutritive and energetic demands of cells within the spherules over the year. Winter buds of *Clavelina lepadiformis* have also been found to exist in the absence of zooids. Winter buds without zooids have been documented in the North Sea in the winter months^36,45^ in the summer months in the eastern Mediterranean, and both *C. lepadiformis* and *C. gemmae* regress during summer months (called aestivation) in the western Mediterranean^46–48^. These results show that the dormant stages of both *C. lepadiformis* and *P. zorritensis* are resistant to extremes in temperature and salinity. Thus, this linked capacity for dormancy and regeneration is likely an important adaptation that allows these species to survive drastic seasonal changes.

Our field observations on *P. zorritensis* suggest that even in conditions favorable for budding, the dormant forms are continuously produced as stolon mats under the colony and are ready to assure survival if conditions become adverse. The pre-buds and dormant structures are produced throughout the time that the filter-feeding zooids are also present. As soon as these structures detach from the parent zooid, budding is triggered. However, if the stolonal connection is maintained, the pre-buds continue to grow in size, acquiring additional nutrients, and budding is inhibited. This occurs once the zooids have propagated to take up significant space such as to limit available surface area for further zooid production. When the zooids are highly packed together, the pre-buds are protected from abscission, and when they maintain the connection with the parent, they continue to grow into larger dormant structures. The connection with the parent is also maintained more readily at low temperatures in laboratory conditions.

The capacity for dormancy followed by regenerative germination allows for survival over time periods of unfavorable conditions, but this adaptation likely allows for survival across space and into new habitats. Both *P. zorritensis* and *C. lepadiformis* are well-documented invasive species in numerous regions of the world. *C. lepadiformis,* which is a native of the Mediterranean Sea, Atlantic subarctic regions (i.e., Norwegian Sea and Greenland), and Bay of Biscay, has successfully spread to the coastline of South African, the coasts of North and Central America, and Brazil^49–52^. *P. zorritensis*, described for the first time in Peru^53^, has been reported in the last decades at sites all over the world, especially in harbors^54,55^. In the Mediterranean Sea, *P. zorritensis* has been recorded in Italy^56–59^, Spain^60^ and very recently in France, in the Thau pond (reported on the DORIS website https://doris.ffessm.fr/Especes/Polyandrocarpa-zorritensis-Polyandrocarpe-de-Zorritos-5004). Tolerance to a range of environmental conditions has been proposed to help account for its invasive success. The physiological responses to abiotic parameters such as light, pressure, and salinity have been investigated in the larvae of *P. zorritensis*^61–63^, but these results were insufficient to explain the rapid expansion of this species. Our data show that *P. zorritensis* spherules are capable of resisting a wide range of environmental extremes, and these small structures can be easily transported and reestablish a new colony. Thus, *P. zorritensis* invasions in semi-enclosed basins with peculiar abiotic conditions, like the case of Taranto Sea in southern Italy^58^, may have been facilitated by the resistance of the spherules to large changes in salinity and temperature. Overall, the unique dormant phase of the life cycle and the ability to survive in a non-feeding state may underline the extreme success in invasion ability of these species.

### Convergences in cellular makeup of dormant structures

The dormant structures in both *C. lepadiformis* and *P. zorritensis* contain a relatively small amount of cell morphotypes. Those include cells that store the nutrients for the maintenance of the dormant stage, cells that have the potential to contribute to the development of new buds (undifferentiated mesenchymal cells), and cells with protective function, including tunic-secreting cells. In many dormant tunicates, specialized mesenchymal cells called trophocytes, storage cells, or granular amebocytes, accumulate nutritive reserves that are used during the development of the new zooid^17,30,64–66^. In *C. lepadiformis*, the trophocytes accumulate reserves by sequestering breakdown products of dying and degenerating zooids^67–69^. While a few authors speculated that these cells represent the undifferentiated regenerative cells^36,70^, most agree that they correspond to large phagocytic migratory cells that contain cytoplasmic glycoproteins and other inclusions, but have no direct role during the differentiation occurring during germination^71–73^. Fisher^73^ also documented “cell excretions”, which may be decaying cell material that is excreted into the vasculature to be used for nutrition of the developing bud. Fujimoto and Wanatabe^65^ examined budding tissues in *Polyzoa vesiculiphora* and found the occurrence of granular amebocytes that contained glycogen particles, lipid droplets, large protein granules, and autophagosomes, which they classified as trophocytes. They documented that these cells were phagocytized over the course of bud development, then disappeared, suggesting that they are important for nutrient supply to the bud. In our ultrastructural analysis of *C. lepadiformis* winter buds, we documented large cells filled with phagosomes and inclusions of glycogen and lipids, which we also believe represent the trophocytes. We also found lipid and glycogen-rich cells present in the epithelia of the winter bud in *C. lepadiformis*. In contrast, we did not find any mesenchymal trophocytes in *P. zorritensis* that could be used for nutrition, and therefore we propose here an alternative strategy this species may use to sequester nutrients within the dormant form. The vascular epithelium of *P. zorritensis,* unlike *C. lepadiformis,* is highly ramified within the spherule, providing many epithelial cells, filled with nutrient inclusions of lipids and glycogen, that may be used during dormancy and to support germination. Thus, the two species have acquired unique adaptations for endowing the dormant form with distinct supplies of nutrition to last through the dormant period and during germination.

The pluripotent cells or tissues that give rise to the mesodermal layer (the mesentoblast or “inner vesicle” of the characteristic double-vesicle stage of bud development) differs across diverse tunicate species. Early work showed that the inner vesicle in *C. lepadiformis* arises from cells from the stolonal septum^35,64,71,74–76^ whereas Fisher^73^ cultured winter bud cells and found that the small undifferentiated cells contributed to the formation of new budding tissue. Our ultrastructural examination of winter buds led to the identification of small cells with a prominent nucleolus, which likely represent the undifferentiated cells that give rise to the new buds. However, we could not clearly visualize the stolonal septum within the winter bud. So, how the septum and undifferentiated cells play a part in the budding process in both normal buds and winter buds is still unclear. *P. zorritensis*, on the other hand, lacks a stolonal septum, and the source of the inner vesicle in budding nests is known to be the vascular epithelium^38^. However, we did observe mesenchymal putative stem cells (hemoblasts) in the vasculature of *P. zorritensis* during dormancy. A role for hemoblast cells during germination is possible, but has not been documented.

### Shared molecular mechanisms of dormancy across distantly related tunicates

Our analysis involves two phylogenetically distant tunicate species that most likely have independently acquired dormancy. Both species express a number of common genes and pathways during the dormant phase. For example, both species show up-regulation of key components of the HIF1-α signaling pathway and the insulin signaling pathway. 

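The deposited table names 23 pairs for the genes the study stars in its pathway diagrams. Of these, 12 were called up in dormant tissue of both species, 1 in *P. zorritensis* alone, 5 in *C. lepadiformis* alone and 5 in neither. A starred box can stand for several genes, and the table names a pair for 13 of 16 starred boxes of the HIF-1 diagram and for 8 of 8 of the insulin diagram. A pair was up in both species for 8 and 7 of these boxes. INSR, the insulin receptor, had an authors' mean of 16.7 scaled TPM in dormant tissue of *P. zorritensis* against 3.21 to 12.0 in the others, and of 23.5 in *C. lepadiformis* against 14.6 to 26.5. IRS1, its docking protein, had 44.4 against 14.1 to 27.9 in *P. zorritensis*, and 15.8 against 3.07 to 17.8 in *C. lepadiformis*. HK2, the hexokinase that traps glucose, had 144 against 45.5 to 117 in *P. zorritensis*, and 130.1 against 35.2 to 168 in *C. lepadiformis*. SLC2A1, the glucose transporter GLUT1, had 47.7 against 18.2 to 30.8 in *P. zorritensis*, and 44.8 against 21.9 to 53.3 in *C. lepadiformis*. These 4 genes, PCK2, MKNK2 and the ribosomal protein RPS6 were called up in dormant tissue of both species. NFKB1, a subunit of NF-κB, went opposite ways, called down in dormant *P. zorritensis* with 7.72 against 11.8 to 38.6, and up in *C. lepadiformis* with 37.2 against 16.5 to 40.3. TIE2, a receptor of vessels, was called down in dormant tissue of both species and up in zooids alone, with 15.0 there in *P. zorritensis* and 36.2 in *C. lepadiformis*. The starred names were chosen by the paper on these samples, so their direction is not independent evidence. The paper sets these pathways beside dormant stages of other animals and states that its findings further support a core program of dormancy.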

HIF-α signaling is utilized in other species during dormancy^9^. HIF-α signaling induces a metabolic rewiring that promotes anaerobic glycolysis and a shift from glucose to fatty acid combustion that helps maintain cellular quiescence^9^. Further, the insulin signaling pathway has been shown to be key to the control of diapause in some insects^6^, as well as the dauer diapause stage in nematodes^77,78^. In low nutrient situations, insulin signaling is reduced, which activates FoxO/DAF-16, which lowers the production of ROS to protect against oxidative damage, and regulates both the formation and morphogenesis of the diapause stage^9,78^. These mechanisms have also been described during mammalian hibernation and cellular quiescence in hematopoietic stem cells^9^. Our findings further support the occurrence of a core program of dormancy in animals that is related to the physiological and developmental demands of this unique stage.

Among the upregulated genes during dormancy in both *P. zorritensis* and *C. lepadiformis* we found transcription factor AP-1 (activating protein-1), which is known to regulate gene expression in response to various stimuli, such as stress, hypoxia, or growth factors^79^. The AP-1 family of transcription factors contains homodimers and heterodimers of fos and jun subunits, among others^80^. 

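Of 5 pairs in the list of AP-1 and immediate early genes, 4 were called up in dormant tissue of *P. zorritensis* and 4 in *C. lepadiformis* in the authors' deposited table, with 3 up in both against 0.558 expected (exact test, adjusted p = 0.0743). The 3 are JUN, NPAS4 and NR4A3. The study named jun and NR4A as up in dormancy in both species on these samples, so this count is not independent evidence. NPAS4, an activity-induced factor, had an authors' mean of 19.7 scaled TPM in dormant tissue of *P. zorritensis* against 14.5 in zooids and 34.7 in stolon, and of 29.0, 15.0 and 41.8 in *C. lepadiformis*. MAFA, a large Maf factor that can pair within the AP-1 family, was called down in dormant *P. zorritensis*, with 4.45 against 3.74 to 25.4, and up in *C. lepadiformis*, with 82.7 against 12.0 to 74.6. ATF7, a factor that binds DNA with jun, was called up in dormant *P. zorritensis* alone, with 7.84 against 6.21 to 9.44. The median dormancy score of the list was 0.0741 in *P. zorritensis* (percentile 69.1 of random lists of like expression) and 0.349 in *C. lepadiformis* (percentile 99.0). In germinating tissue, 2 pairs of the list were called up in *P. zorritensis*, 2 in *C. lepadiformis* and none in both. The fos pair is outside this list because its best match is a tunicate protein.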

We find *fos* and *jun* up-regulation in dormancy in the two tunicate species we examined. AP-1 is known to have a role in regulation of cellular proliferation, senescence, and differentiation, including in the context of regeneration, where these genes are often some of the first responders after injury^80,81^. Thus, AP-1 may play an important role in maintaining cells in a non-proliferative state or undifferentiated state during dormancy. Sensing changes in environmental conditions is key for sessile organisms to make decisions about resources committed to growth and development. As oxygen levels and nutrient availability are two of the most variable environmental parameters, it is not surprising that both HIF, insulin signaling pathways, as well as quick-responding genes such as AP-1 family factors would be shared regulators of dormancy. In the future, higher resolution lab studies with precisely manipulated food and oxygen levels could be used to compare responses between species, and identify the order of molecular events.

### Regenerative emergence (germination)

In both *P. zorritensis* and *C. lepadiformis*, the dormant state appears to be overlayed onto the pre-budding stage of the life cycle. As dormancy ends, and germination begins, the budding process resumes. We found a number of transcription factors that are highly expressed in this germination stage that are shared between both species. For instance, NK4 (the tunicate homologue of vertebrate Nkx 2.3/5/6) was previously found expressed at the onset of two independently evolved types of budding, vasal budding in *P. zorritensis* and peribranchial budding in *Botryllus schlosseri*^82^. NK4 is also expressed in various embryonic and larval territories and notably required for heart formation^83,84^. The high expression of NK4 during dormancy exit may indicate another pleiotropic role of this transcription factor, but it may also reflect the homology between dormant and asexually reproducing structures.

We found that a retinoic acid (RA) receptor is upregulated in both dormancy and during germination in both species. Additionally, the enzymes retinal dehydrogenase and retinol dehydrogenase show upregulation during germination of *P. zorritensis* and *C. lepadiformis* respectively (Supplementary Figure S2). Together these results are suggestive of a role for RA signaling during germination. 

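The table holds another pair named as a retinoic acid receptor, and its calls differed between the species in germination. In each species the transcripts of the 2 pairs are isoforms of 1 assembled gene, so they are not separate receptors in the assembly. In *P. zorritensis* its authors' mean was 5.44 scaled TPM in dormant tissue and 4.04 in germinating tissue, against 8.54 in zooids. It was called up in zooids and dormant tissue and down in germinating tissue. Its means in *C. lepadiformis* were 54.8 in dormant and 105 in germinating tissue, against 15.6 in zooids, and was called up in every stage but zooid. The pair called up in dormancy and germination of both species was called up in pre-bud and stolon as well. In *P. zorritensis* its mean in stolon was 105, above its means in dormant and germinating tissue. In *C. lepadiformis* its mean in stolon was 175.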

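The deposited table has a pair named ALDH2, an aldehyde dehydrogenase of the family that oxidizes retinal, that was called up in germinating tissue of *P. zorritensis* and down in *C. lepadiformis*. Its authors' mean in germinating tissue of *P. zorritensis* was 80.3 scaled TPM, with 47.9 in zooids, 126 in dormant tissue and 169 in pre-bud. For this pair *C. lepadiformis* had 23.3 in germinating tissue and 33.0 to 124 in the others. A second pair of this name was called up in zooids alone in both species, with 28.6 and 41.8 there. RDH10, a retinol dehydrogenase, was called up in zooids and germinating tissue of *C. lepadiformis*, with 32.2 and 11.4 against 4.17 to 8.59 in the others. In *P. zorritensis* it was called up in zooids alone, with 30.5 there and 7.55 in germinating tissue. RDH13 was called up in dormant and germinating tissue of both species, with 11.9 in germinating tissue of *P. zorritensis* against 8.55 in zooids, and 13.7 in *C. lepadiformis* against 7.61. Of the 14 retinoic acid pairs as a list, 6 were called up and 7 down in germinating *P. zorritensis* (exact test, adjusted p = 0.394), and 5 up and 8 down in *C. lepadiformis* (exact test, adjusted p = 0.658). The names are best matches among human proteins and do not separate members of these enzyme families.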

RA signaling pathway is implicated in budding in *Polyandrocarpa misakiensis*^85^ and whole body regeneration in *Botrylloides leachii*^86^. In our study, we only examined the expression at a single time point during germination, and it is possible that sequence data from more time points during this process would allow for better resolution of the gene expression dynamics. However, even with this single snapshot, finding shared upregulated genes in germination across distantly related clonal tunicates suggests that these species may employ similar mechanisms in their asexual budding processes. As these species have evolved budding independently from each other, the use of RA signaling in bud formation, if it indeed has a role, would likely represent convergent co-option from its role in embryonic development. 

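The calls of the 14 pairs of the retinoic acid list, which holds receptors, enzymes that make retinoic acid and enzymes that clear it, went both ways in dormant tissue. In the authors' deposited table, 5 were called up and 8 down in *P. zorritensis* (exact test, adjusted p = 0.870), and 5 up and 6 down in *C. lepadiformis* (exact test, adjusted p = 0.795). The median score of the list was -0.241 in *P. zorritensis*, at percentile 77.2 of random lists of like expression. In *C. lepadiformis* it was low, at -0.497 and percentile 0.36. There were 3 pairs up in both against 1.56 expected (exact test, adjusted p = 0.375), RDH13 and the pairs of 2 isoforms of 1 assembled receptor gene. CYP26B1, which degrades retinoic acid, was called down in dormant tissue of both species in 1 pair, with an authors' mean of 0.412 scaled TPM in *P. zorritensis* against 3.14 in zooids, and of 0.986 in *C. lepadiformis* against 16.1 in zooids and 7.53 in pre-bud. DHRS4, a retinal reductase, was called down in dormant tissue of *P. zorritensis* with 10.7 against 45.1 in pre-bud, while in *C. lepadiformis* it had 8.89 against 22.5.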

Interestingly, up-regulation of RA signaling during dormancy suggests that *P. zorritensis* and *C. lepadiformis* dormant stages functionally represent “arrested buds” at early stages of the budding process.

### Conclusions

While the origin of a novel dormant life stage appears to have evolved independently multiple times among asexually replicating tunicates, we have documented a number of ecological, morphological, and cellular convergences across two separate origins of dormancy. In both species, the animal produces a modified stolon filled with nutritive cells and potentially multi/pluripotent cells, which can withstand stressful environments that the adult zooids cannot survive, and is linked to sensing mechanisms to adjust metabolism and time the initiation of budding to when conditions improve. In these cases, dormancy utilizes some of the same cellular and morphological aspects of the budding process that itself evolved independently in each clade, such as the use of the stolon tissues and cells. Our results point to the ways that species reuse existing genes and pathways for the origins of budding and dormancy in tunicates. In particular, our results suggest: (1) conserved eco-physiological sensing mechanisms (e.g., HIF-α signaling) are repeatedly co-opted for the origins of dormancy, as has been found in numerous animals^3^, and (2) conserved developmental/regenerative mechanisms (e.g., RA signaling and NK4) are repeatedly co-opted for the origins of budding/germination.

## Material and methods

### Sample collection and animal husbandry

Colonies of *Polyandrocarpa zorritensis* and *Clavelina lepadiformis* were collected in the harbor of La Spezia, Italy (Assonautica Benedetti, 44°06′10.7′′N 9°49′34.5′′E). Colonies and spherules of *P. zorritensis* were maintained in the laboratory as reported in Scelzo et al.^38^. Colonies, zooids, and germinating spherules were kept at 24 °C. Spherules were kept at 10 °C. Colonies of *C. lepadiformis* were maintained at 18 °C in a closed sea water system and fed with a mixture of living algae (*Tisochrysis lutea* and *Chaetoceros*) and concentrated algae (Isochrysis 100 and Shellfish Diet 1800, Reed Mariculture Inc, Campbell, CA, USA). *C. lepadiformis* zooids were attached to glass microscope slides with sewing thread and allowed to adhere by stolonal growth at 18 °C for one week. The thread was then removed and the animal was allowed to continue growing until use in experiments. Slides were cleaned twice weekly under a dissecting microscope to remove biofilm and epibiont growth. Microphotographs of animal morphological stages were taken on a Leica M165FC stereoscope.

In order to determine spherule sizes over the course of a year, *P. zorritensis* were collected on three different docks of the marina “Porto Mirabello” during fall (October 2018), winter (January 2019), and spring (May 2019); and spherule diameters were measured. With the aim of following spherule size in a single colony over time (n = 15 per rope per timepoint; n = 45 per timepoint), we repeatedly collected spherules from the same rope at each time point (at marina slips C2, G7, and E15). Diameters (along the longest axis) were calculated from microphotographs using ImageJ. Average spherule diameters were compared using a repeated measures ANOVA conducted in R.

### Light and transmission electron microscopy (TEM)

In order to visualize the cellular and tissue-level morphology during dormancy and germination, we conducted histology and TEM. Inclusion of dormant and germinating *P. zorritensis* specimens for paraffin sectioning and hematoxylin/eosin staining were performed as described in Alié et al.^82^. Samples of dormant *P. zorritensis* and *C. lepadiformis* for semi-thin and ultra-thin sectioning were fixed, embedded and treated as reported in Scelzo et al.^38^.

### Effects of environment on dormancy of *P. zorritensis* and *C. lepadiformis*

Adult zooids and dormant stage animals were maintained in aquarium tanks filled with ~ 700 mL sea water with constant aeration in incubators at 24 °C for *P. zorritensis* and 18 °C for *C. lepadiformis* (all at 39 ppt). From this material, we chose specimens to test resistance to temperature and salinity, as described below.

To test the temperature resistance range of zooids and dormancy stages in both species, the specimens were transferred to 50 mL Falcon tubes (Corning, Glendale, Arizona) in filtered sea water and exposed to different temperatures in incubators (− 20 °C, 4 °C, 18 °C, 28 °C, 32 °C, 37 °C) or on ice (for the 0 °C condition) for 24 h (n = 2 for each treatment and each stage). Then, the *P. zorritensis* and *C. lepadiformis* specimens were gradually transferred respectively to 24 °C and 18 °C. For the following 2 weeks, their survival or budding was observed every few days and they were cleaned and fed as in the non-treated specimens.

To test the salinity resistance range of zooids and dormancy stages in both species, animals were exposed to 10 ppt, 15 ppt, 30 ppt, 39 ppt, and 45 ppt salinity water (n = 2 for each treatment and each stage). The low salinity water conditions (10, 15, and 30 ppt) were prepared by adding deionized water to seawater. The high salinity water was prepared by adding artificial sea water to filtered seawater (Red Sea Salt, Red Sea). For each condition, the specimens were transferred to a 50 mL Falcon tube (Corning, Glendale, Arizona) and incubated at 24 °C (*P. zorritensis*) or 18 °C (*C. lepadiformis*) for 24 h. Then, they were gradually transferred to filtered sea water at 39 ppt and observed every few days for the following two weeks.

### Differential gene expression analysis

Five life stages were chosen for RNA sequencing of each species: zooid, stolon, prebud (budding nest/chamber), dormant stage, and germination. For each stage, RNA was extracted from three replicate samples. Tissue from three or more specimens (e.g., stolon fragments) was pooled to obtain enough RNA for each replicate. For the dormant stage *P. zorritensis*, spherules were collected from the field in the spring (the time of the year in which only dormant stages were present) and the tissue was immediately flash-frozen. Additional material from the same rope was transported back to the lab, and germinated to generate new zooids, stolons, and buds, from which we extracted RNA for those stages. For *C. lepadiformis*, we extracted all the material from the same colony in the lab. The “germination” samples were germinated for 48 h, with 3 replicates at 18 °C and 24 °C each. The replicates were combined during analysis because they were not found to be significantly different.

RNA was extracted with the NucleoSpin RNA extraction kit (Machery-Nagel) and sample quality and quantity were verified with the B2100 BioAnalyzer Instrument and Bioanalyzer RNA 6000 Nano assay (Agilent Technologies, Inc., Santa Clara, CA, USA). Frozen RNA was sent for cDNA library preparation (using NEB Next® Ultra RNA Library Prep Kit for Illumina) and Illumina paired-end 150 bp sequencing at Novogene Bioinformatics Technology Co. Ltd (Tianjing, China). Sequencing was done on a Novaseq 6000 PE150 Illumina sequencing platform. Samples were split between two sequencing lanes with at least one of each replicate per stage in each lane to reduce lane-effects.

Raw sequencing reads (541,854,284 for *P. zorritensis* and 521,595,519 for *C. lepadiformis*) were cleaned and trimmed. First, the program Rcorrector was used to correct random sequencing errors and to eliminate read pairs where reads were flagged as ‘uncorrectable’^87^. Next, Trim Galore!^88^ was used to remove low-quality reads from the dataset (with a quality Phred score cutoff of 5, a minimum read length threshold of 36 bp, a stringency parameter of 1 for adapter sequence overlap, and a maximum allowed error rate of 0.1) and to trim Illumina adapters sequences from raw sequencing reads (https://github.com/FelixKrueger/TrimGalore^89^). Ribosomal RNA was removed by eliminating reads that mapped to the SILVA large and small subunit databases (SILVA_132_LSUParc_tax_silva.fasta and SILVA_138_SSURef_NR99_tax_silva.fasta) using Bowtie2^90^. Finally, we used the software FastQC to identify overrepresented sequences from the read set, which we removed^91^. After the preprocessing steps, 496,811,038 reads remained for *P. zorritensis* and 506,081,729 reads remained for *C. lepadiformis*.

Transcriptomes were assembled using the software Trinity with in silico read normalization^92^. For each species, read data after the above preprocessing steps were pooled across tissue types to create a single reference assembly per species. The reference assemblies (809,462 and 492,887 contigs for *P. zorritensis* and *C. lepadiformis*, respectively) were taxon-filtered to remove contaminant transcripts. First, two BLAST searches were conducted to identify possible contaminants: a Diamond Blastx against the uniprot ref database and a blastn search against the NCBI’s nr database (both with E-value set to 1e−25). The program Blobtools^93^ was used to assign a taxon to each transcript using the blast results (using option “bestsumorder”) and then to remove transcripts that were assigned to anything other than chordate, no-hit, or undefined. Proportion of contaminants was 12.5% for *P. zorritensis* and 18.3% for *C. lepadiformis* Next, the program Transdecoder (https://github.com/TransDecoder/TransDecoder) was used to select only the single best open reading frame per transcript, and only keep those with a minimum length of 90. The program cd-hit^94^ was used to collapse similar transcripts (parameters: -M 0 -T 20). Low-expression transcripts were removed using Kallisto to estimate abundance and the trinity script “filter_low_expr_transcripts.pl” to remove transcripts with expression level lower than 5 TPM. Final assemblies were 27,938 transcripts for *P. zorritensis* and 18,610 transcripts for *C. lepadiformis*. Assemblies were assessed by looking at basic summary metrics and by quantifying completeness using the program BUSCO (v3) by searching for a curated set of single copy orthologs present in all metazoans (metazoa odb9 database)^95^. BUSCO scores of final reference assemblies were: 68.0% for *P. zorritensis* and 70.7% for *C. lepadiformis,* suggesting that assemblies were relatively complete.

Genes were annotated first by DIAMOND blastx^96^ to human refseq database (e-value 1e−25), then those without human ortholog matches, further DIAMOND blastx searches were conducted against the UniProt reference proteome database (e-value 1e−25) to identify lineage-specific transcripts^97^. For *P. zorritensis*, 7,611 transcripts were human-annotated and 1,518 were annotated with non-human matches. For *C. lepadiformis*, 8,037 transcripts were human-annotated and 2,387 transcripts were annotated with non-human matches.

The program Kallisto (v. 0.46.0) was used to quantify abundances of transcripts and align preprocessed reads onto the assembled contigs^98^. This was done using scripts bundled with the Trinity package^92^. Mapping rates were 54.2–60.8% for *P. zorritensis* and 60.5–70.9% for *C. lepadiformis*. The Trinity analysis program ‘PtR’ was used to compare biological replicates across samples, by constructing a correlation matrix for each sample, and principal components analysis (PCA) plots, labeled by stage and replicate.

Differential transcript expression was assessed using the program voom^99^ implemented within the Trinity package. All pairwise comparisons of sample type within species were tested. Transcripts were considered differentially expressed if they showed any difference in expression between sample types (C = 0) with a false discovery rate (FDR) *p* value of < 0.001. Heatmaps of the differentially expressed transcripts were generated to cluster the transcripts according to their patterns of differential expression across the samples. Subclusters with genes of similar expression patterns were then calculated by cutting the heatmap by 30% percent tree height for *C. lepadiformis* and 50% tree height for *P. zorritensis*.

In order to identify genes that are consistently upregulated in each tissue/sample-type, we computed tissue-specific expression using perl scripts packaged with Trinity. We selected the “DE_pairwise_summary.txt.class_down_priority” files, which maximizes genes placed into the up-regulated category. Orthologous genes between the two species were identified using a reciprocal best blast hit strategy and the program Blast-Besties (https://github.com/Adamtaranto/blast-besties) using a e-value cutoff of 0.001, a length cutoff of 40 basepairs, and a bitscore cutoff of 100. This generated 6,137 orthologs. Of these orthologs, 4,345 were annotated with human reference data, and 826 did not have human matches but did have close matches in the uniprot proteome database, including many tunicate genes. From the orthologous subset between the two species, we determined the overlapping transcripts upregulated during dormancy and during germination in both species. The data was organized in R and Venn diagrams were produced using the package VennDiagram (v 1.6.0)^100^. The shared annotated gene lists were used to determine the top over-represented KEGG pathways^101–103^. All annotated transcripts were used as background for the over-representation analysis calculations, which were done with the program DAVID^104,105^.

### Phylogenetic analysis to confirm gene orthology

Alignments were constructed by performing blastx using *P. zorritensis* or *C. lepadiformis* contigs as queries against *Homo sapiens, Mus musculus, Danio rerio,* Echinodermata, Tunicata and *Drosophila melanogaster* non-redundant protein database (using NCBI blast tool). Aligned sequences were retrieved using vertebrate genes names as an indication to cover putative ingroup and outgroups relative to the ascidians genes. Then alignments were performed using Mafft, trimmed and cleaned manually using BioEdit and analyzed using PhyML under the GTR + G + I model. Trees were visually rooted using treeview. The corresponding ascidian gene orthology was assigned by defining the smallest clade including the target *P. zorritensis* and *C. lepadiformis* contigs together with vertebrate sequences. All the alignments, the resulting phylogenies and the sequence accession numbers are provided in Supplementary Figure S3.

## Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

## Data Availability

The transcriptomic datasets generated in this study are deposited in the Gene Expression Omnibus repository, accession number GSE198056 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198056).

# Supplementary material for: Comparing dormancy in two distantly related tunicates reveals morphological, molecular, and ecological convergences and repeated co-option
**Source:** Sci Rep. 2022 Jul 23;12:12620. doi: 10.1038/s41598-022-16656-8
**Supplement:** Supplementary file 1 — Supplementary Figure 1.

Supplementary Figure 1

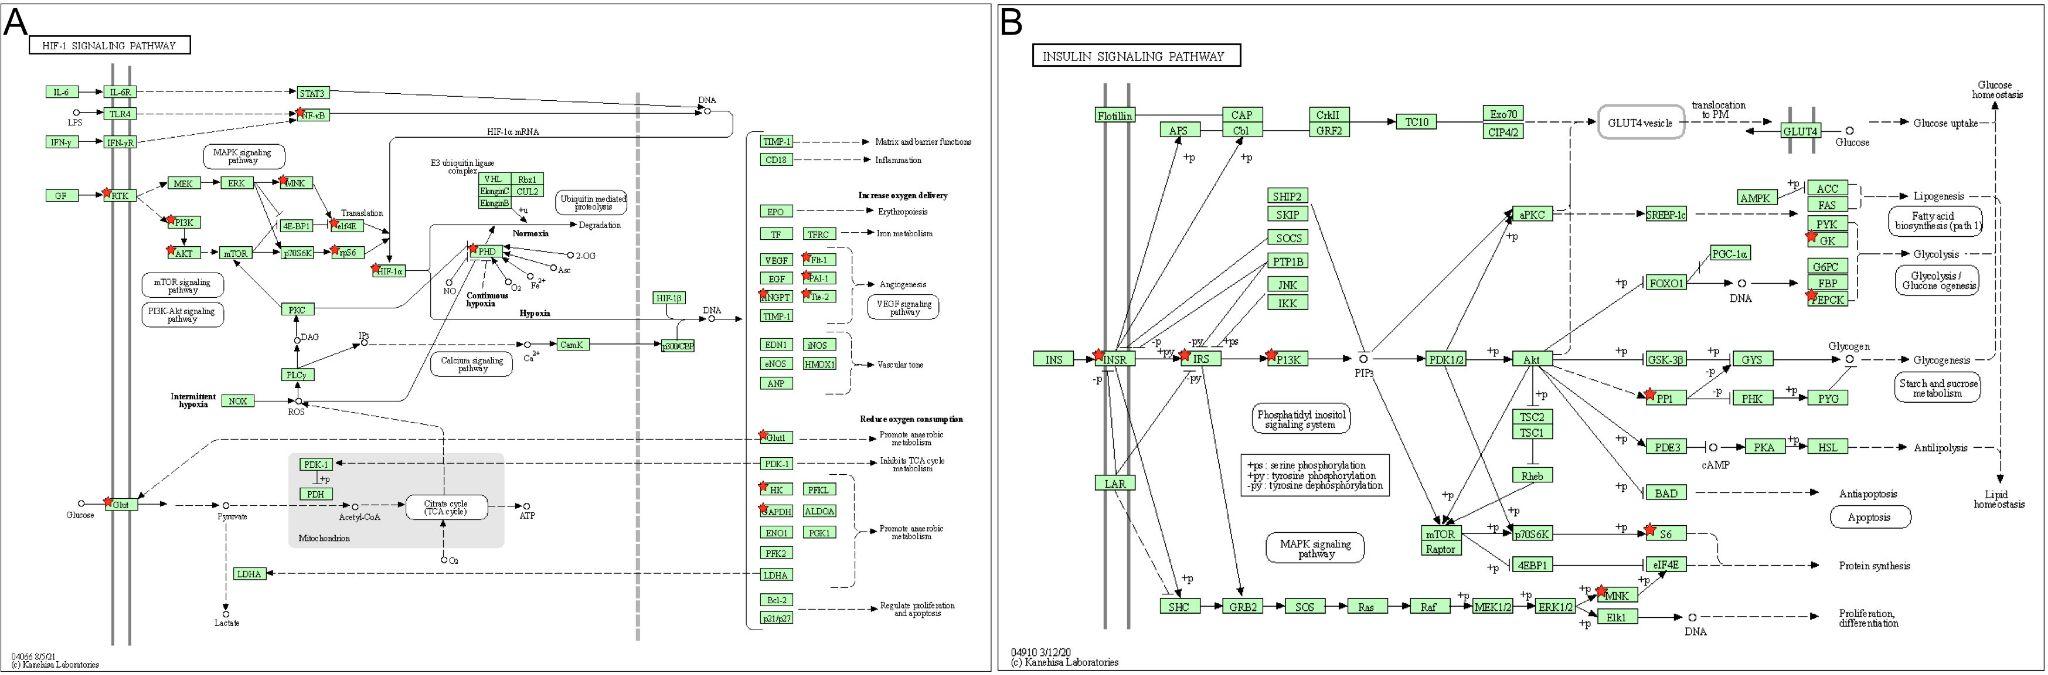

**Supplementary Figure 1:** KEGG pathway diagrams for selected pathways: (A) HIF-1α signaling pathway and (B) insulin signaling pathway; red stars indicate genes that are upregulated in both species during dormancy.

# Supplementary material for: Comparing dormancy in two distantly related tunicates reveals morphological, molecular, and ecological convergences and repeated co-option
**Source:** Sci Rep. 2022 Jul 23;12:12620. doi: 10.1038/s41598-022-16656-8
**Supplement:** Supplementary file 2 — Supplementary Figure 2.

Supplementary Figure 2

**
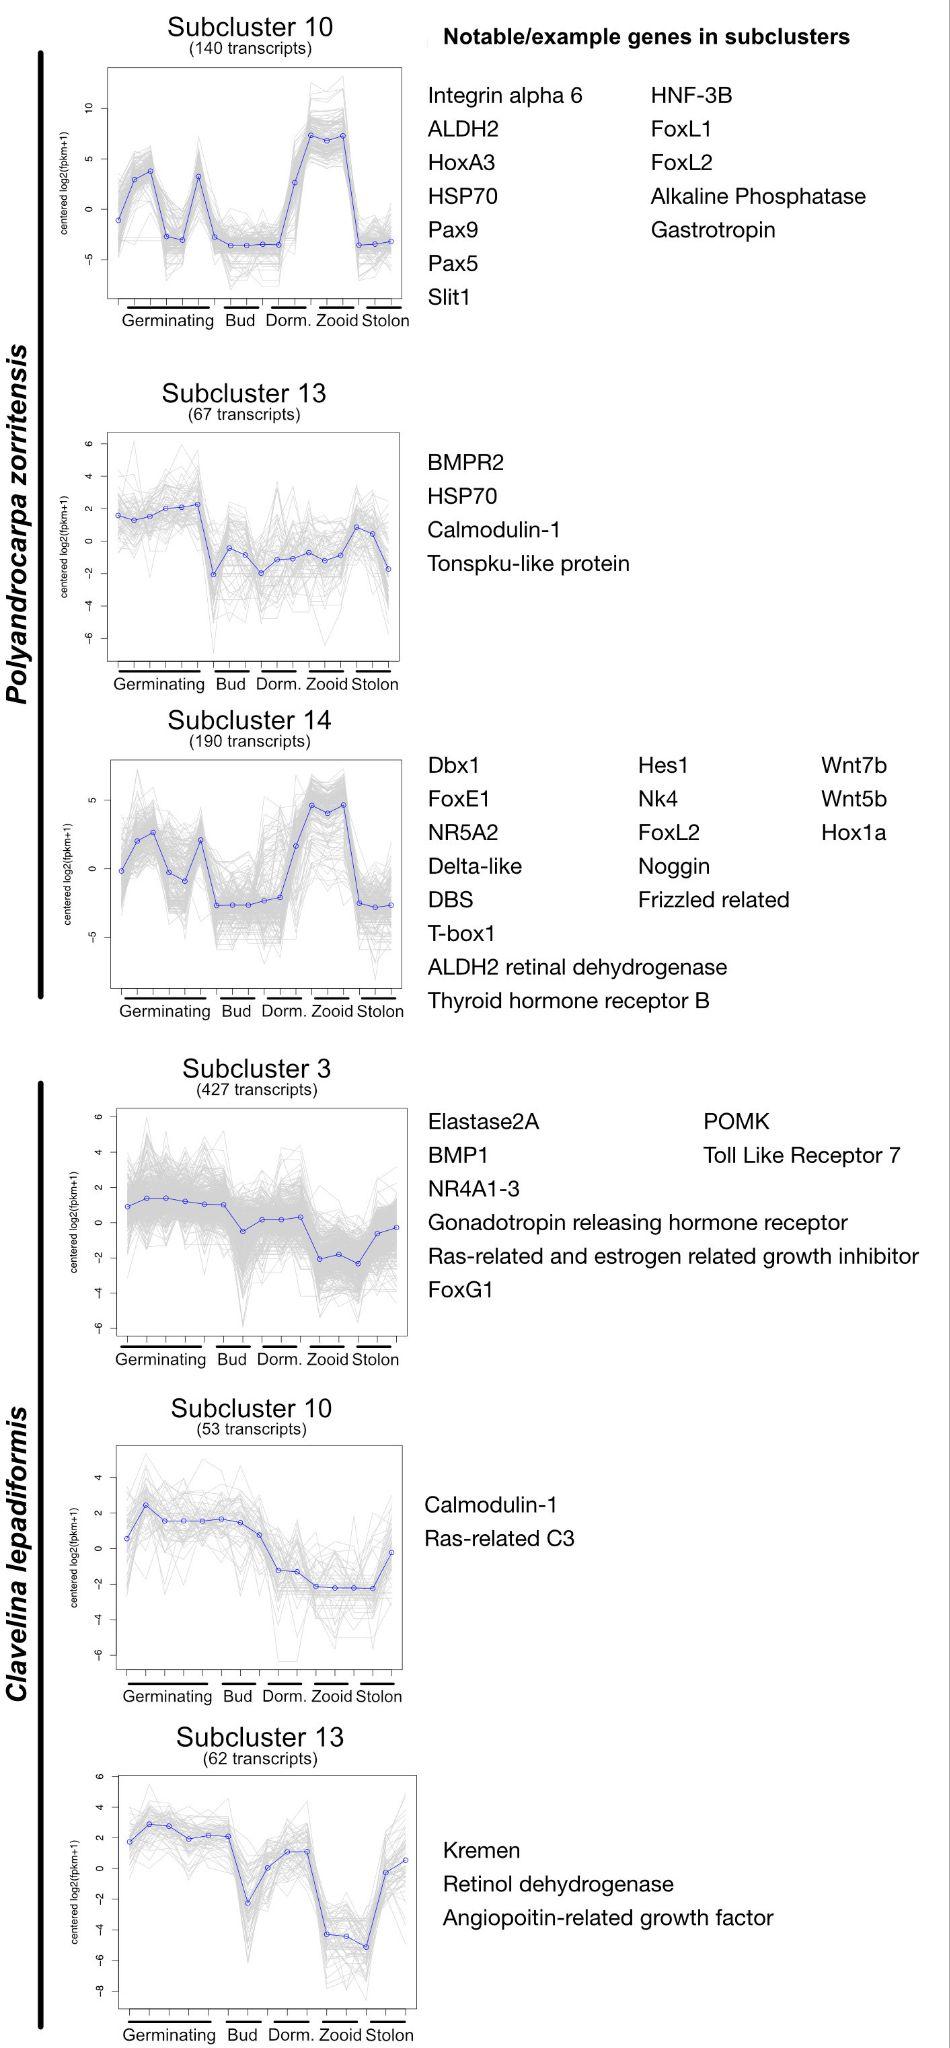
**

**Supplementary Figure 2:** Highly expressed genes during germination in Polyandrocarpa zorritensis (top three subclusters) and Clavelina lepadiformis (bottom three subclusters). Representative genes worthy of mention for each subcluster (see Figs. 10-11) are shown on the right. Each gene is plotted (gray lines). The mean expression profile for that cluster is shown in blue. Expression values are shown as log2-transformed, median centered fpkm values. Subclusters were generated by cutting the hierarchical expression cluster tree by 30% tree height. Number of transcripts within each subcluster is indicated. Life stages are indicated on x-axis of each cluster: “Bud” is short for the “prebud” stage (budding chamber); “Dorm” is short for the dormant state (the winter bud).

# Supplementary material for: Comparing dormancy in two distantly related tunicates reveals morphological, molecular, and ecological convergences and repeated co-option
**Source:** Sci Rep. 2022 Jul 23;12:12620. doi: 10.1038/s41598-022-16656-8
**Supplement:** Supplementary file 3 — Supplementary Figure 3.

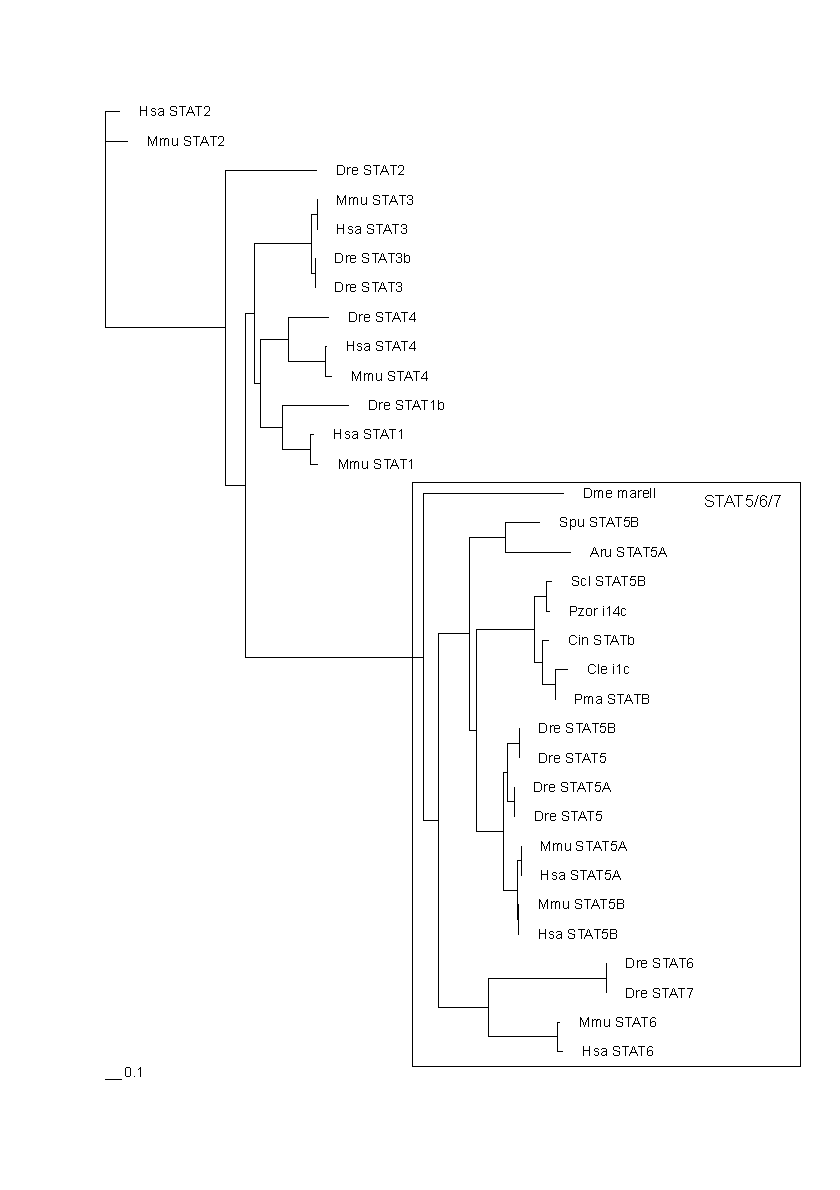

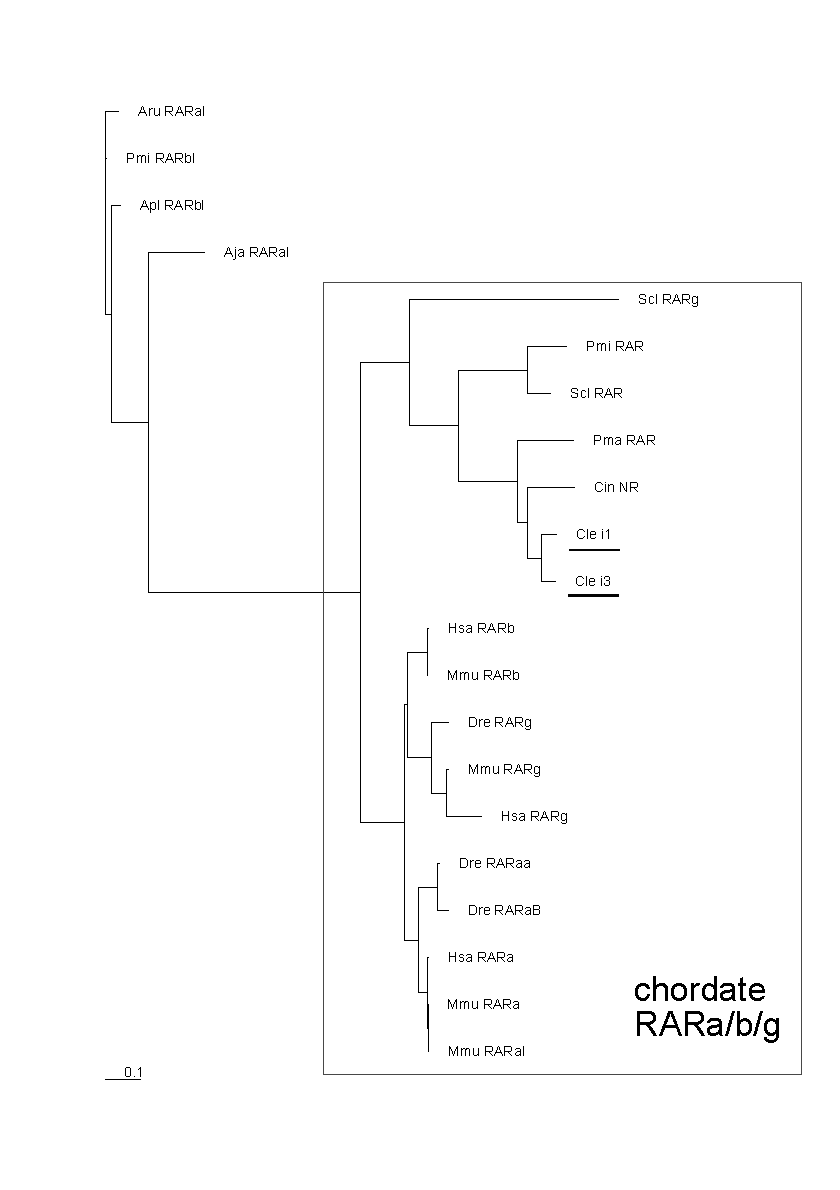

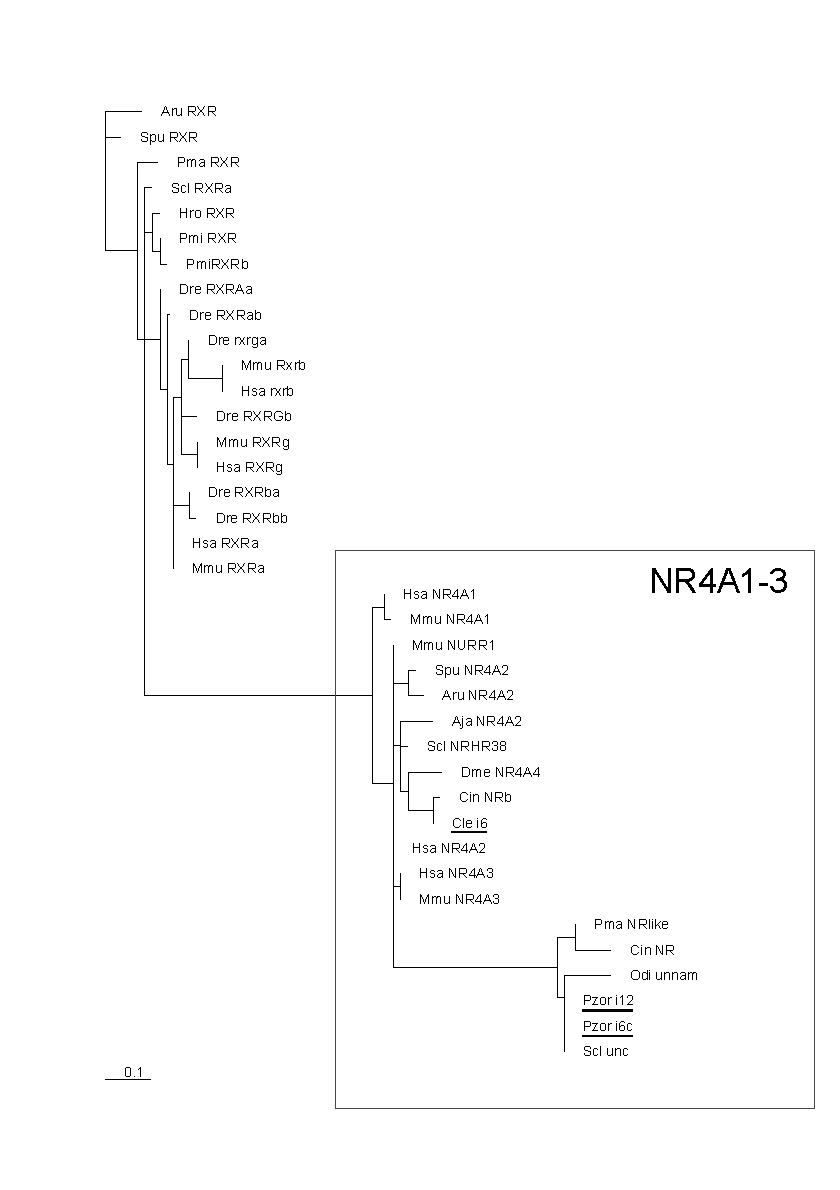

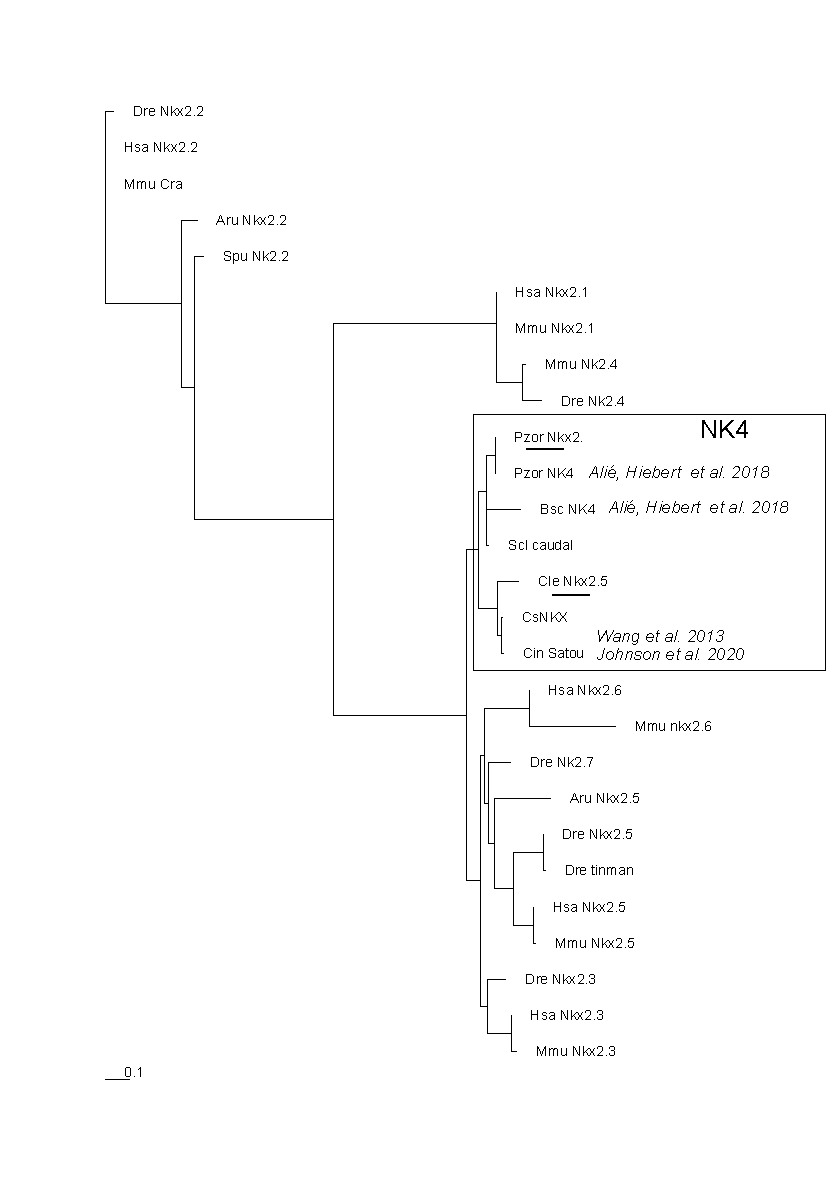

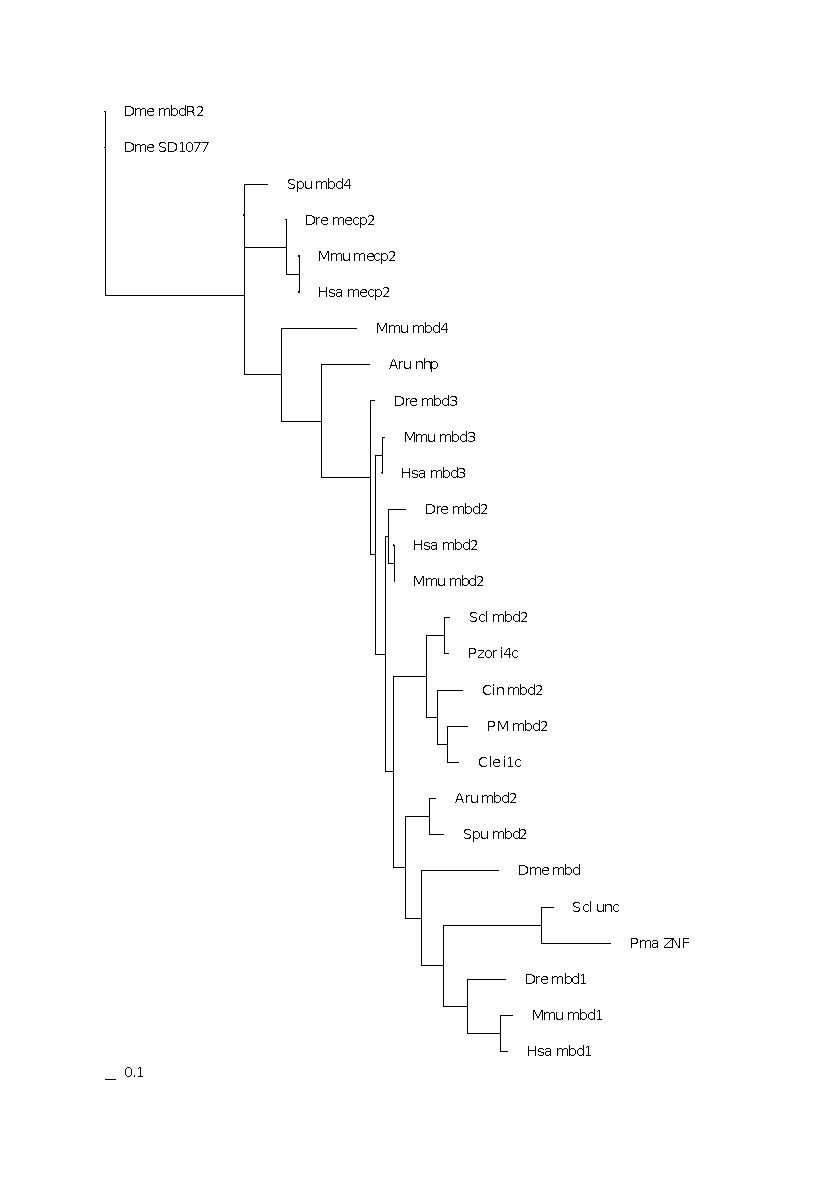

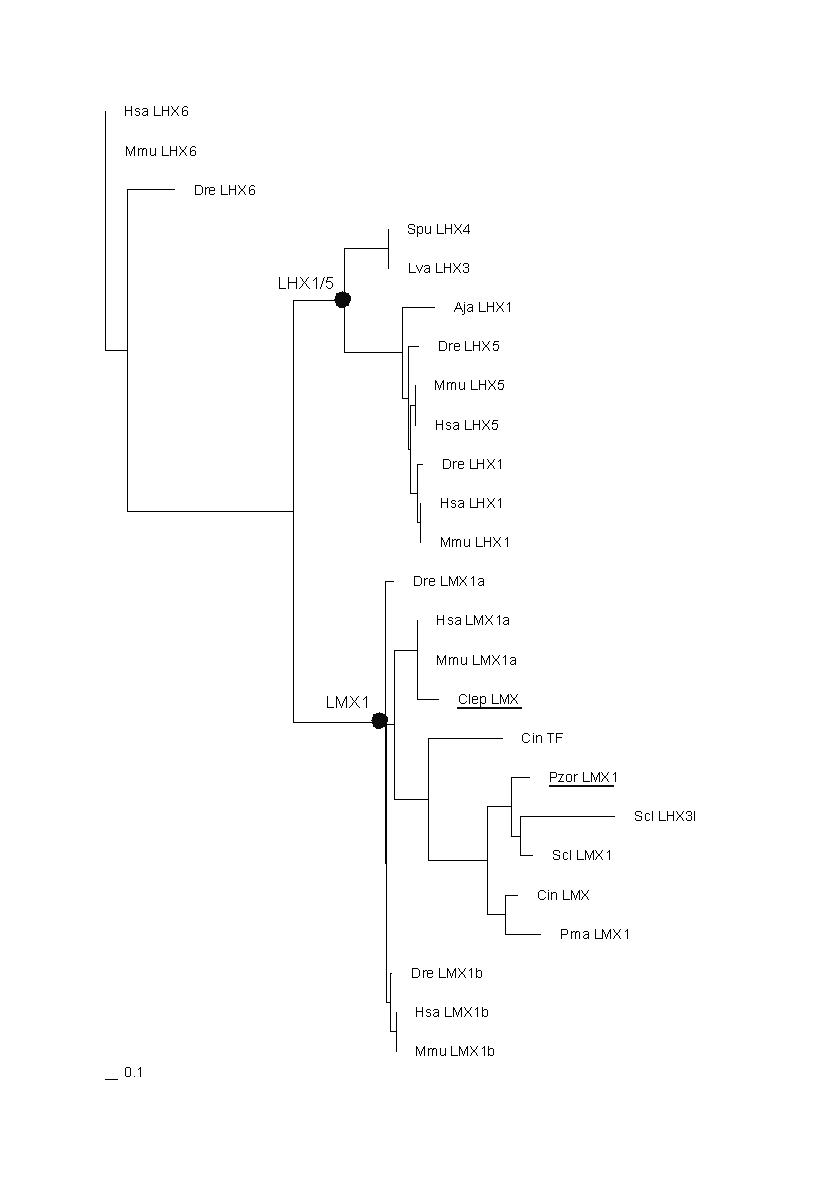

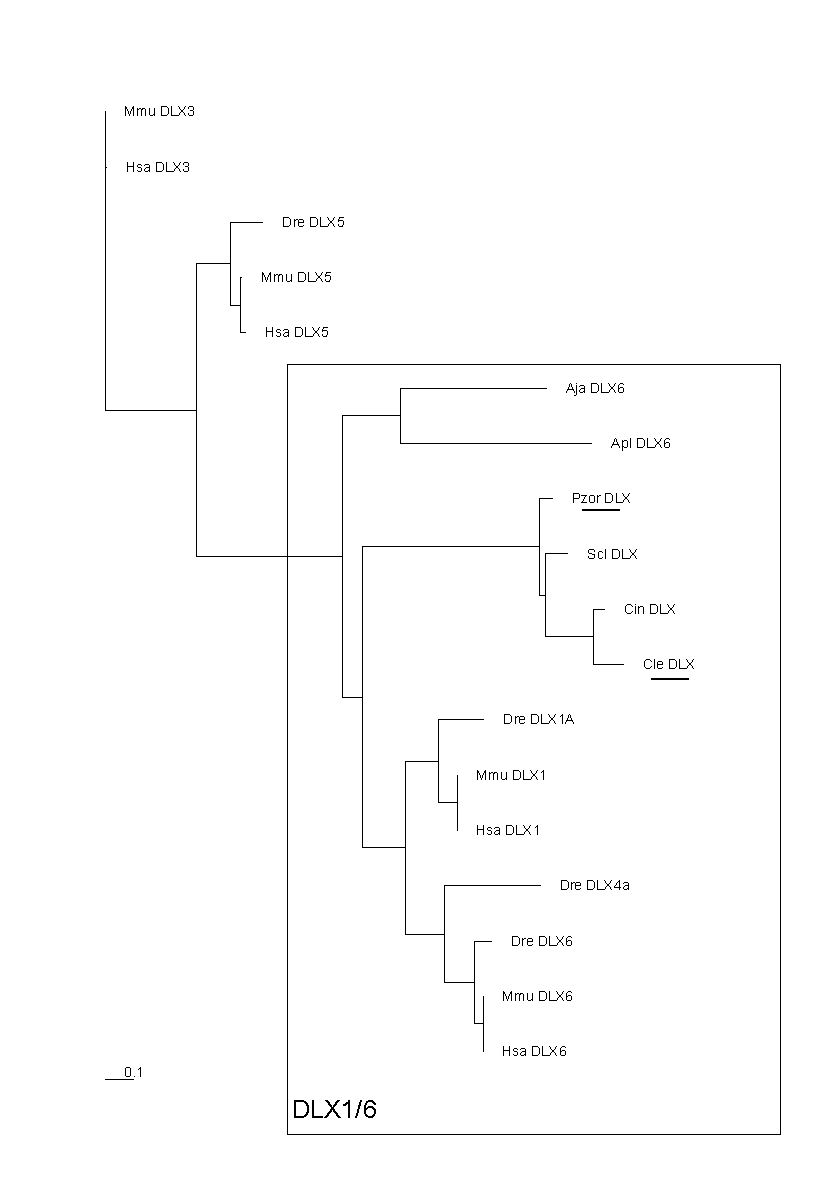

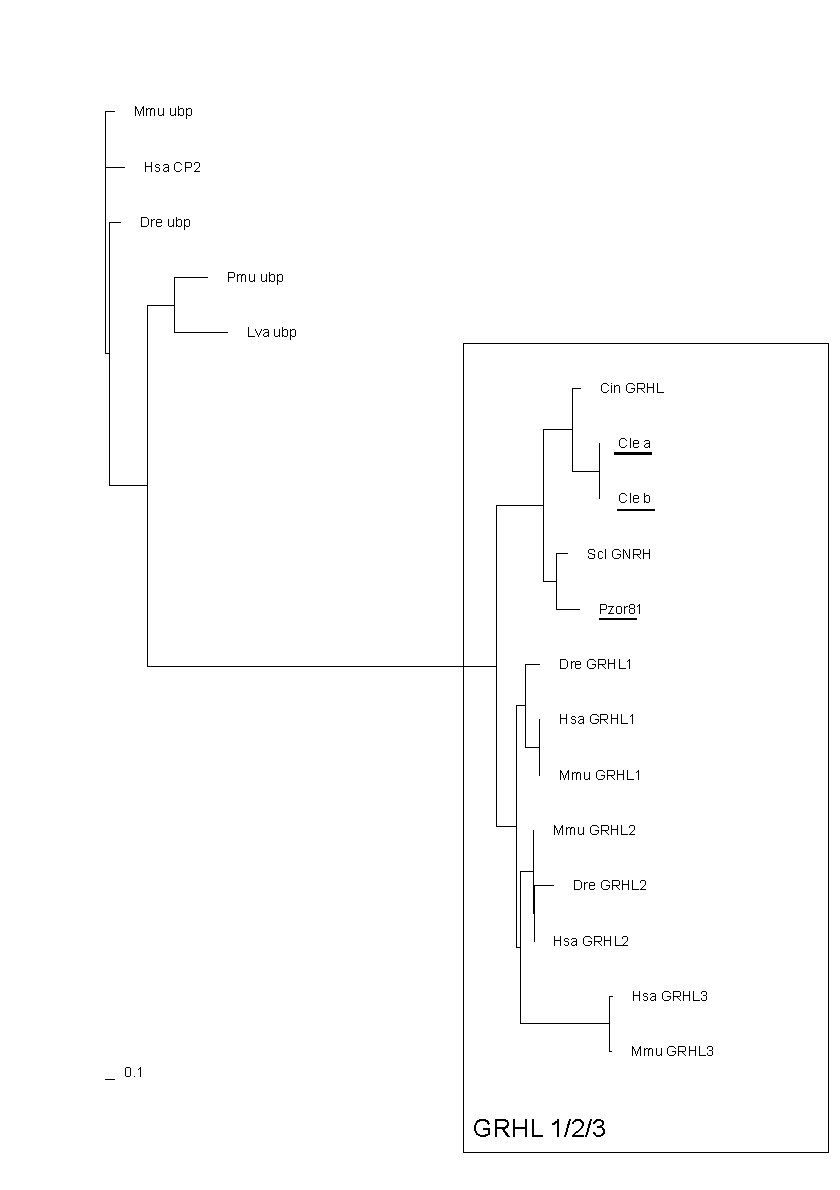

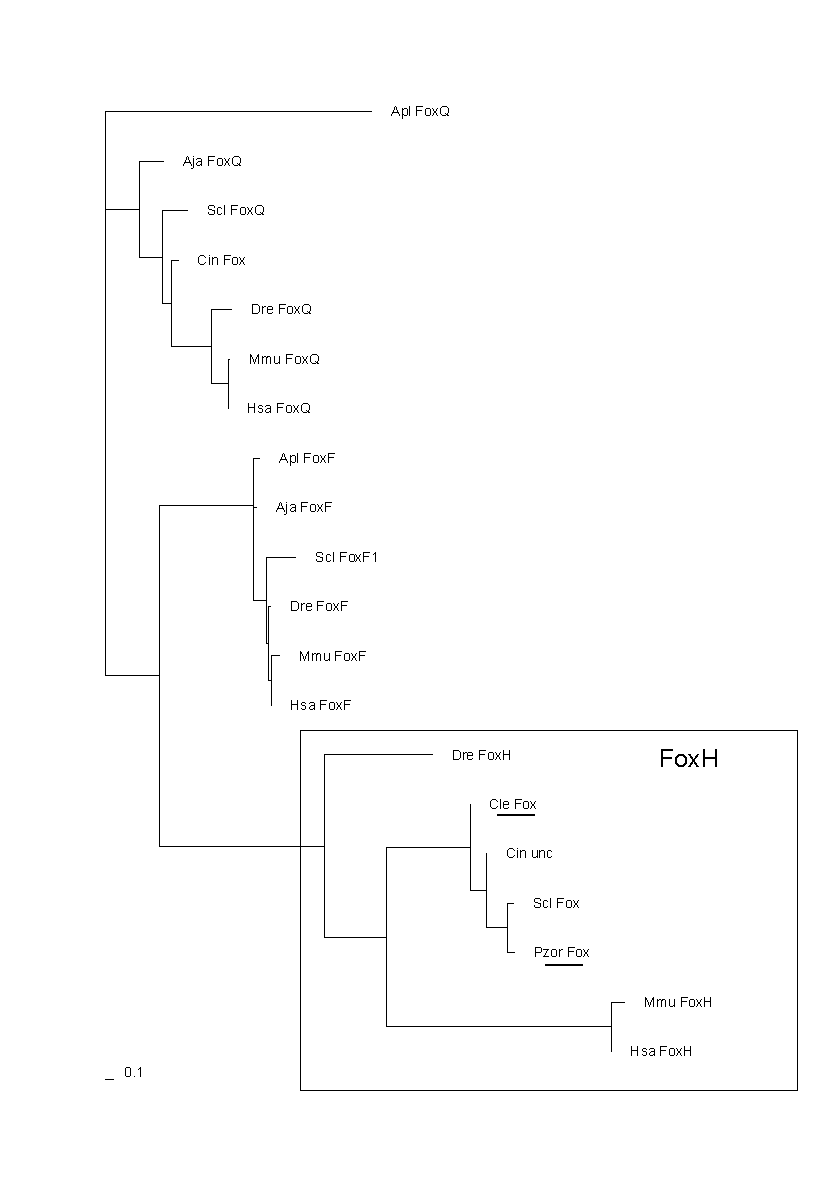

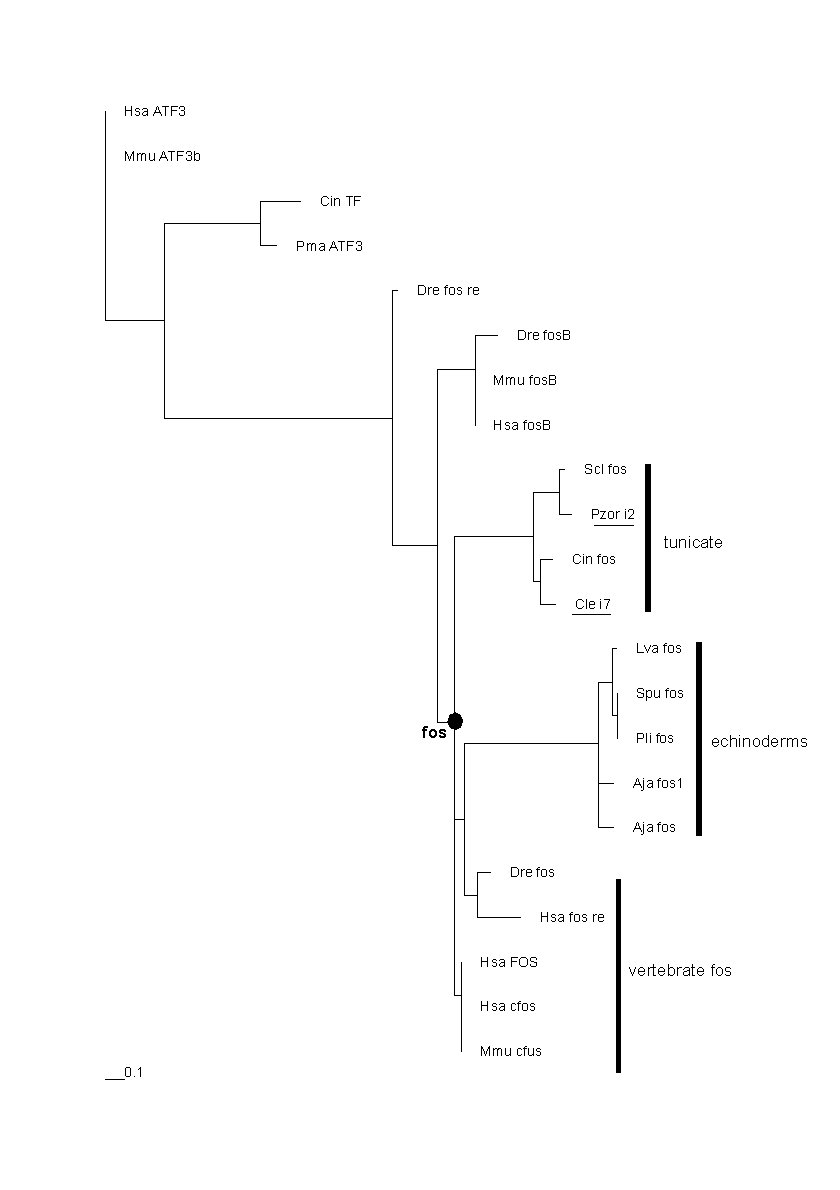

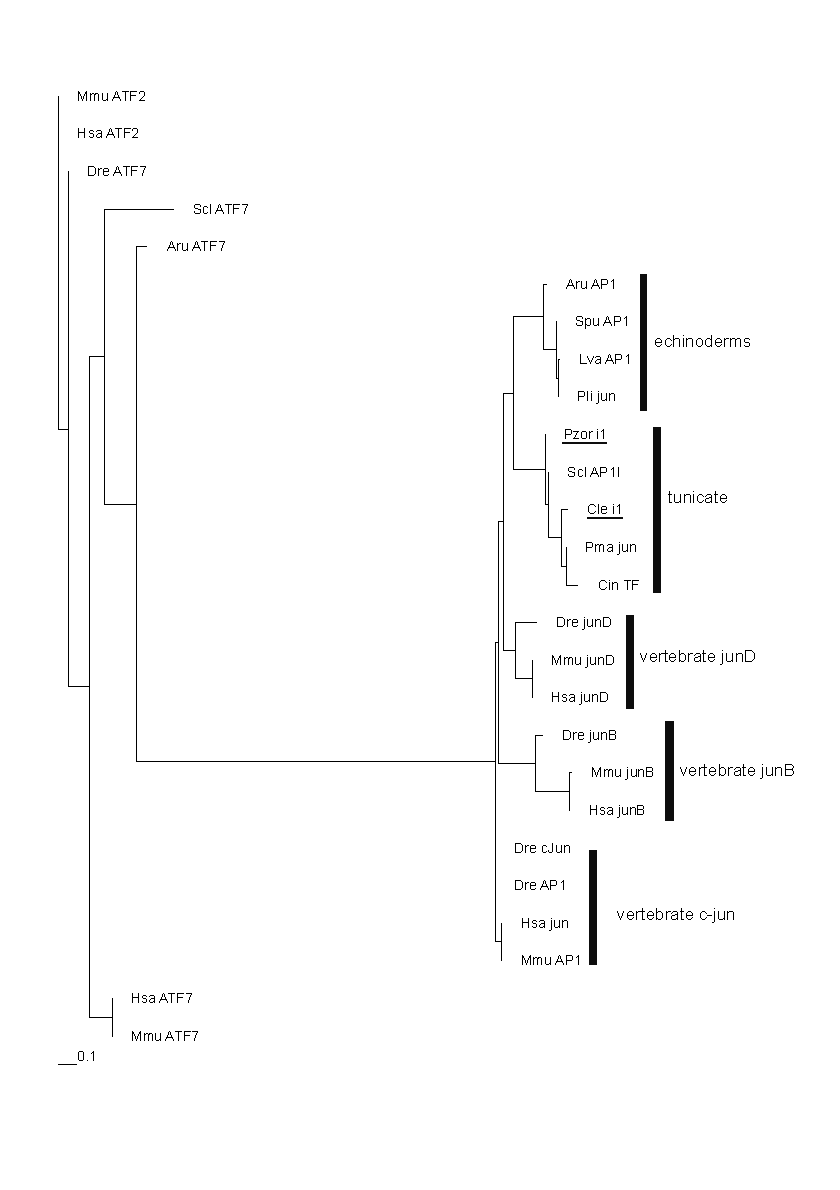

Abbreviations:

| Hsa | *Homo sapiens* |
| --- | --- |
| Mmu | *Mus musculus* |
| Dre | *Danio rerio* |
| Pzor | *Polyandrocarpa zorritensis* |
| Cle | *Clavelina lepadiformis* |
| Scl | *Styela clava* |
| Pma | *Phallusia mammillata* |
| Cin | *Ciona intestinalis* |
| Aru | *Asterias rubens* |
| Spu | *Strongylocentrotus purpuratus* |
| Lva | *Lytechinus variegatus* |
| Ana | *Anneissia japonica* |
| Pmi | *Patiria miniata* |
| Dme | *Drosophila melanogaster* |
| Apl | *Acanthaster planci* |
| Pli | *Paracentrotus lividus* |
| Odi | *Oikopleura dioica* |
| Hro | *Halocynthia roretzi* |
| Pmi | *Polyandrocarpa misakiensis* |

How the deposited data were processed for this re-analysis (not part of the article)

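The series has 36 RNA samples, 18 per species, in 5 stages, as described beside the text. The authors corrected reads with Rcorrector, trimmed them with Trim Galore, removed ribosomal RNA with Bowtie2 and overrepresented sequences found with FastQC, and assembled transcripts of each species with Trinity from all stages pooled. They filtered contaminants with Blobtools, kept open reading frames with Transdecoder at a minimum length of 90, reduced redundancy with cd-hit, and left out transcripts under 5 TPM. The paper gives mapping rates of 54.2% to 60.8% for *P. zorritensis* and 60.5% to 70.9% for *C. lepadiformis*. The number of reads per sample is not given in the sources used here, so no precision per sample can be stated.

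The authors made the signal values by quantifying transcripts with Kallisto 0.46.0 as TPM, scaling them by TMM factors across the libraries of a species, and averaging them over the replicates of a stage before they were deposited. The germinating samples of 18 °C and 24 °C were averaged together. The table of calls, as deposited by the authors, lists for each ortholog pair the stages in which it was called up or down with voom at a false discovery rate under 0.001. Pairs are reciprocal best hits, named by the best match of each transcript. The same stage was listed as both up and down in 4 pairs of *P. zorritensis* and in 56 of *C. lepadiformis*, and these were left as they are. Values per replicate were not analysed here, and results of KEGG enrichment, imaging and gene trees were not recalculated.

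Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Scores are log2 differences with a pseudocount of 1. Counts of changes took a 2-fold threshold and a mean of at least 5 in the higher stage. Stages were compared by Spearman correlation over all transcripts. Overlaps between lists of calls were tested by one-sided Fisher's exact tests against all 4424 pairs, and agreement between the species by Spearman correlation with 100000 permutations of the pairing. No test compares stages, since each has 1 mean.

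Some genes belong to several lists, such as SDHA and SDHB to the TCA cycle and oxidative phosphorylation, so such lists are not independent. The 32 lists hold 1910 entries of 1827 different human symbols, of which 570 were found among the pairs, and a list needed at least 3 pairs. They are ribosomal proteins, translation factors, HIF-1 signaling, insulin signaling, glycolysis, TCA cycle, oxidative phosphorylation, fatty acid oxidation, glycogen and gluconeogenesis, lipid storage, chaperones, antioxidant genes, cell cycle and DNA replication, retinoic acid, AP-1 and immediate early genes, chromatin silencing, stem and germline genes, Wnt, BMP and TGF-β, FGF, Notch, homeobox genes, forkhead genes, autophagy and lysosomes, apoptosis, hemocyte and immune genes, muscle, cilia, digestive genes, neural genes, extracellular matrix and RNA splicing. Entry names were matched to symbols by hand from the names alone, before the values of the lists were seen but after those of the genes in the trees. Calls in a list were compared with those of all named pairs by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the lists. Median scores were set beside 10000 random lists of the same size matched on expression in 10 bins.

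Genes named are those the paper names or draws in its lists of factors and pathway diagrams, whose names had been seen, up to 4 members per list with the largest change, the 10 annotated genes with the largest change in each direction of each comparison, and the 10 pairs with the largest change in both species. Which of these genes stand as examples was decided after their values were seen.

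The scripts were tested on simulated data. Transcripts with a mean of at least 5 were given stage means with a log2 spread of 0.3. This spread was assumed, and that of the real means is unknown. The share of unchanged transcripts that passed is therefore not an error rate of the counts from the real means. Transcripts raised 4-fold or 8-fold were found past 2-fold in 100% of cases in both species, those lowered to 0.25-fold in 100% in *P. zorritensis* and 98% in *C. lepadiformis*, and of unchanged transcripts 0.147% and 0.180% passed. Lists with no shared pairs beyond chance were called in 4.5% of runs and lists with 100 planted pairs in 94.5%. Alternatives were other pseudocounts, filters, references, thresholds, margins, backgrounds and a rescaling of the stages to a median log2 ratio of 0.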

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

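The tests of the scaling, in the summed values and in the germinating stages, and those of scores without zooid were chosen only after the results were seen.

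Among the deposited pairs, more were called up in dormancy in both species than independent lists would share. The paper's totals for each species are larger, so this holds for the deposited pairs alone. Without the ribosomal proteins the odds ratio was 1.77 (95% interval 1.54 to 2.02) and within bins of expression level 1.57 (1.35 to 1.82), which argues against either as the whole cause. Within strata of the zooid calls of both species it was 1.09 (0.889 to 1.34), but the zooid and dormant calls come from the same comparisons, so this does not decide. With zooid left out, scores of at least 1 in both species gave an odds ratio of 3.53 (7 pairs) and scores above 0 gave 0.784, so a difference between zooid and the other stages cannot be told apart from shared changes of dormancy. The collection of dormant *P. zorritensis* in the field also stays open and was not tested.

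In germination, 28 cell cycle pairs (11.5 expected, exact test, adjusted p = 2.63e-06), 15 chaperone pairs (5.32 expected, exact test, adjusted p = 5.91e-05) and 17 splicing pairs (9.25 expected, exact test, adjusted p = 0.0210) were called up in *P. zorritensis* and down in *C. lepadiformis*. The expected numbers come from the 28.0% of all named pairs with such calls. In these lists 40 of 41, 16 of 19 and 30 of 33 pairs were up in *P. zorritensis*, and 28, 18 and 18 down in *C. lepadiformis*. The opposite calls were about as many as these calls of each species would give. Over all 93 pairs of these lists the median difference of the scores between the species lay 0.779 above that of the other named pairs (95% interval 0.686 to 0.954). Scaling moves all pairs of a species alike and would not make such a gap. These lists were chosen for their opposite calls, so the gap partly restates them and is not separate support. Of the 60 pairs with opposite calls in these lists, 50 carry a name that occurs once and is the same in both species. Most of them therefore do not rest on names shared between paralogs. Among all such pairs, the share with opposite calls was 2.29 times that of all named pairs. That ratio decides nothing, since few of the 93 pairs were left out and the lists were chosen for their opposite calls. Reads shared with transcripts outside the pairs were not tested and stay open.

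The summed values of dormant *P. zorritensis* were 1.81 times the mean of the other stages. Its most abundant transcript, which has no name in the sources used here and which the paper does not discuss, held 9.24% of the sum. Without the 100 most abundant transcripts the ratio was 1.22, between the bounds set for this test, so it does not decide how much of the ratio they carry. Unscaled TPM of a library sum to a fixed total, so no rise of transcripts can lift an unscaled sum above it. This stage summed to 1.57 times that total, which needs scaling factors above 1. The part of the sum above the total therefore entered through the authors' scaling. TMM factors depend on the make-up of the libraries, so abundant transcripts may have shaped them. The sum thus does not tell scaling and abundant transcripts apart.

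In dormancy, 6 oxidative phosphorylation pairs were called up in *P. zorritensis* and down in *C. lepadiformis*, more than the 1.15 expected (exact test, adjusted p = 0.0167). In germination, 11 TCA cycle pairs were called up in *P. zorritensis* and down in *C. lepadiformis*, against 4.20 expected from the share of all named pairs with such calls. Of the fatty acid oxidation pairs in germination, 18 were called up in *P. zorritensis* and down in *C. lepadiformis*, again more than expected.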

How the results depend on the processing

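The tests of the overlaps without ribosomal proteins, with the paper's number of orthologs as the background, from scores without zooid, with 1 pair per assembled gene and for the other stages, and the alternatives for the agreement and the ranks in germination, were chosen only after the results were seen. No paired analysis was possible because the values are means over the replicates of a stage. For the same reason no replicate was left out in turn. Of the 11 alternatives run for each overlap between the species, that of pairs called in some stage in both species removed no pair and decides nothing. Those with zooid, pre-bud or stolon in place of the stage are other overlaps and say nothing on this one. The larger background adds pairs taken as not called, which can only raise the odds ratio. The rest kept p under 0.05 and an odds ratio above 1, with 1 exception. The exception was scores above 0 with zooid left out, where the odds ratio was 0.784 for dormancy (exact test, p = 1) and 1.08 for germination (exact test, p = 0.108).

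Counts of transcripts by score depended on the settings. For dormancy in *P. zorritensis*: The 2951 transcripts at least 2-fold higher became 1659 with a pseudocount of 5, 1314 against the highest other stage, 991 at 4-fold. The 4164 transcripts at least 2-fold lower became 7702 with a pseudocount of 0.1, 1225 with a pseudocount of 5, 934 against the lowest other stage, 778 at 4-fold. For dormancy in *C. lepadiformis*: The 789 transcripts at least 2-fold higher became 1336 with a pseudocount of 0.1, 349 with a pseudocount of 5, 107 against the highest other stage, 1227 against pre-bud alone, 491 without zooid, 161 at 4-fold. The 1204 transcripts at least 2-fold lower became 2863 with a pseudocount of 0.1, 289 with a pseudocount of 5, 21 against the lowest other stage, 593 without zooid, 101 at 4-fold. For germination in *P. zorritensis*: The 1474 transcripts at least 2-fold higher became 2991 with a pseudocount of 0.1, 530 with a pseudocount of 5, 299 against the highest other stage, 3194 against dormant tissue alone, 310 at 4-fold. The 1609 transcripts at least 2-fold lower became 4027 with a pseudocount of 0.1, 390 with a pseudocount of 5, 71 against the lowest other stage, 2648 against dormant tissue alone, 153 at 4-fold. For germination in *C. lepadiformis*: The 2086 transcripts at least 2-fold higher became 915 with a pseudocount of 5, 920 against the highest other stage, 435 at 4-fold. The 1713 transcripts at least 2-fold lower became 3065 with a pseudocount of 0.1, 560 with a pseudocount of 5, 192 against the lowest other stage, 187 at 4-fold.

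With transcripts of a mean of at least 5, the share highest in dormant tissue of *P. zorritensis* was 24.4% (from 20.9%) and that highest in germinating tissue of *C. lepadiformis* 22.2% (from 23.9%). With a 2-fold lead over the next stage, the dormant and germinating shares were 5.63% and 1.62% in *P. zorritensis* (from 20.9% and 14.2%), and 1.26% and 7.22% in *C. lepadiformis* (from 11.4% and 23.9%).

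The correlations of dormant tissue with zooid, pre-bud, stolon and germinating tissue, over transcripts of a mean of at least 5, were 0.479, 0.753, 0.656, 0.820 in *P. zorritensis* and 0.486, 0.891, 0.936, 0.901 in *C. lepadiformis*. With values centred per transcript they were -0.427, -0.158, -0.331, 0.130 and -0.562, -0.0122, 0.462, 0.158, and centring pushes such correlations below 0 by construction.

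Leaving zooid out of the reference turned the agreement of dormancy scores between the species from 0.118 to -0.0642 and took that of germination scores from 0.104 to 0.00659. With a lead of at least 1.5-fold, the pairs highest in dormant tissue went from 283 to 105 in *P. zorritensis* and from 113 to 5 in *C. lepadiformis*, and those highest in germinating tissue from 156 to 13 and from 401 to 130. Of the lists in dormant *C. lepadiformis*, leaving out zooid put 8 above the middle 95% of random lists (from 5, 4 of them kept) and 4 below it (from 9, 3 of them kept).

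The median score of some lists changed sign or moved past the middle of the random lists. Without zooid, this was so for digestive genes in dormant *P. zorritensis* (-0.69 to 0.10), in germinating *P. zorritensis* (-0.59 to 0.10) and in germinating *C. lepadiformis* (-0.94 to 0.0047), and for muscle genes in dormant *C. lepadiformis* (-1.07 to -0.0171). With dormant tissue alone as the reference it was so in germination for glycolysis in *P. zorritensis* (0.43 to -1.27), digestive genes in *P. zorritensis* (to 0.12) and in *C. lepadiformis* (to 0.0240), retinoic acid genes in *C. lepadiformis* (-0.28 to 0.37) and extracellular matrix in *C. lepadiformis* (-0.55 to 0.0264). With the most expressed transcript of each symbol it was so for muscle genes in dormant *P. zorritensis* (0.20 to -0.15) and hemocyte and immune genes in germinating *C. lepadiformis* (-0.30 to 0.80).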

Differences from the paper's values

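Of the values that the paper states and that were also calculated here, the numbers of transcripts per species and of pairs shared in dormancy and in germination match. The numbers of pairs called up in each species do not, since the paper's diagrams show larger totals for both stages than the deposited table, and the expected numbers and odds ratios given here rest on the table. The deposited table has 4424 ortholog pairs where the paper gives 6137 orthologs (the paper's value), 3441 with a human name where the paper gives 4345, and 646 with a name from another species alone where the paper gives 826.

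The paper's counts of differential transcripts between stages show fewer between dormant tissue and pre-bud in *P. zorritensis* than in *C. lepadiformis*. With a 2-fold threshold on the means and no test, which is not the paper's threshold, 5125 transcripts differed in *P. zorritensis* and 1882 in *C. lepadiformis*. The dormant mean was the lowest stage in 0 of 1373 pairs called up in dormant *P. zorritensis* and in 0 of 1295 in *C. lepadiformis*. This argues against an exchange of the dormant columns between the means and the calls. The sources used here do not show whether the difference comes from the test, from an exchange of panels or from other columns.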

Other observations

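No test in this part was chosen only after the result was seen. Some muscle genes of *P. zorritensis* had intermediate means in dormant and germinating tissue and means near 0 in pre-bud and stolon. CNN1, a calponin of smooth muscle, had 2474 scaled TPM in zooids, 258 in dormant and 198 in germinating tissue, against 0.434 in pre-bud and 0.177 in stolon. A TNNC2 pair, a troponin, had 1640.4, 286 and 174, against 0.378 and 0.386, but another TNNC2 pair had 0.415 in dormant and 4.15 in germinating tissue. In *C. lepadiformis* these pairs had at most 4.91 and 3.03 outside zooids. Of 16 muscle pairs, 15 were called down in dormant *P. zorritensis*, although the median score was 0.20, and 9 in dormant *C. lepadiformis* (median -1.07). In germination 3 were called up and 8 down in *P. zorritensis*, fewer up than the 9.31 expected (exact test, adjusted p = 0.00671), and 2 up and 14 down in *C. lepadiformis*.

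Of 58 cilia pairs, 39 were called down and 18 up in germinating *P. zorritensis* (33.7 expected up, exact test, adjusted p = 2.40e-04), and 47 down and 9 up in *C. lepadiformis* (14.1 expected up, exact test, adjusted p = 0.489). Of 38 digestive pairs, 27 were called down and 8 up in *P. zorritensis* (22.1 expected up, exact test, adjusted p = 3.68e-05), and 27 down and 6 up in *C. lepadiformis* (9.25 expected up, exact test, adjusted p = 0.576). Of 36 extracellular matrix pairs, 24 were called down and 5 up in dormant *P. zorritensis*, and 11 down and 11 up in *C. lepadiformis*. The median dormancy score of this list was low in both species, -1.11 in *P. zorritensis* and -0.572 in *C. lepadiformis*, each at percentile 0 of random lists of like expression. In germinating tissue of *P. zorritensis* 21 of the 36 pairs were called up and 10 down, and of *C. lepadiformis* 11 up and 18 down. COL4A1, a collagen of basement membranes, had 8.10 in dormant *P. zorritensis* against 21.9 to 51.4 in the others.

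For the other lists in dormancy, the pairs called up/down in *P. zorritensis* and in *C. lepadiformis* and then those up in both species are given in this order. None of these lists had a count of pairs up in *P. zorritensis*, in *C. lepadiformis* or in both that differed from the expected after adjustment over the lists. They were oxidative phosphorylation (15 pairs) 9/2 and 2/10, 1, the TCA cycle (15 pairs) 8/5 and 3/7, 2, fatty acid oxidation (23 pairs) 2/18 and 5/9, 0, lipid storage (21 pairs) 6/7 and 7/10, 2. Next come chaperones (19 pairs) 6/12 and 9/5, 3, antioxidant genes (18 pairs) 7/10 and 3/4, 2, stem and germline genes (3 pairs) 2/1 and 1/1, 1, Wnt signaling (15 pairs) 3/8 and 3/8, 1. Then follow BMP and TGF-β signaling (16 pairs) 4/9 and 7/4, 3, FGF signaling (10 pairs) 4/4 and 5/5, 3, Notch signaling (7 pairs) 0/5 and 0/5, 0, homeobox genes (22 pairs) 4/15 and 9/8, 4. The rest are forkhead genes (9 pairs) 3/4 and 2/5, 1, autophagy and lysosomes (21 pairs) 8/11 and 8/8, 5, apoptosis (13 pairs) 2/5 and 4/6, 1, neural genes (14 pairs) 2/9 and 6/5, 1. The median scores that lay outside the middle 95% of random lists of like expression were those of fatty acid oxidation in *P. zorritensis* (-0.727, percentile 0.120), Wnt signaling in *C. lepadiformis* (-0.668, percentile 0.160) and autophagy and lysosomes in *C. lepadiformis* (0.0825, percentile 98.2).

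For the other lists in germination the counts are in the same order, and no number of pairs up in *P. zorritensis*, in *C. lepadiformis* or in both differed from the expected after adjustment. They were HIF-1 signaling (30 pairs) 11/18 and 7/15, 4, insulin signaling (36 pairs) 17/17 and 12/12, 8, glycogen and gluconeogenesis (10 pairs) 8/2 and 3/3, 2, lipid storage (21 pairs) 10/9 and 7/10, 4. Next come antioxidant genes (18 pairs) 8/10 and 1/13, 0, stem and germline genes (3 pairs) 2/1 and 1/1, 1, Wnt signaling (15 pairs) 5/9 and 3/11, 1, BMP and TGF-β signaling (16 pairs) 12/3 and 4/8, 2. Then follow FGF signaling (10 pairs) 3/4 and 4/4, 1, Notch signaling (7 pairs) 2/3 and 0/7, 0, chromatin silencing (18 pairs) 15/3 and 3/6, 2, apoptosis (13 pairs) 7/4 and 3/6, 3. The rest are hemocyte and immune genes (18 pairs) 9/9 and 8/8, 6, neural genes (14 pairs) 5/7 and 2/10, 1. The median scores that lay outside the middle 95% of random lists of like expression were those of HIF-1 signaling in *P. zorritensis* (-0.297, percentile 0), HIF-1 signaling in *C. lepadiformis* (-0.658, percentile 0.0600), insulin signaling in *P. zorritensis* (-0.0617, percentile 1.12) and antioxidant genes in *C. lepadiformis* (-0.656, percentile 0.760).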
